# Cellular reprogramming is driven by widespread rewiring of promoter-enhancer interactions

**DOI:** 10.1186/s12915-023-01766-0

**Published:** 2023-11-20

**Authors:** Miao Wang, Bing He, Yueling Hao, Divyaa Srinivasan, Jatin Shrinet, Peter Fraser

**Keywords:** Pre-B cell, Macrophage, C/EBPα, Hi-C, Promoter-Capture Hi-C(PCHi-C), Long-range interactions

## Abstract

**Background:**

Long-range interactions between promoters and *cis*-regulatory elements, such as enhancers, play critical roles in gene regulation. However, the role of three-dimensional (3D) chromatin structure in orchestrating changes in transcriptional regulation during direct cell reprogramming is not fully understood.

**Results:**

Here, we performed integrated analyses of chromosomal architecture, epigenetics, and gene expression using Hi-C, promoter Capture Hi-C (PCHi-C), ChIP-seq, and RNA-seq during trans-differentiation of Pre-B cells into macrophages with a β-estradiol inducible C/EBPαER transgene. Within 1h of β-estradiol induction, C/EBPα translocated from the cytoplasm to the nucleus, binding to thousands of promoters and putative regulatory elements, resulting in the downregulation of Pre-B cell-specific genes and induction of macrophage-specific genes. Hi-C results were remarkably consistent throughout trans-differentiation, revealing only a small number of TAD boundary location changes, and A/B compartment switches despite significant changes in the expression of thousands of genes. PCHi-C revealed widespread changes in promoter-anchored loops with decreased interactions in parallel with decreased gene expression, and new and increased promoter-anchored interactions in parallel with increased expression of macrophage-specific genes.

**Conclusions:**

Overall, our data demonstrate that C/EBPα-induced trans-differentiation involves few changes in genome architecture at the level of TADs and A/B compartments, in contrast with widespread reorganization of thousands of promoter-anchored loops in association with changes in gene expression and cell identity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-023-01766-0.

## Background

*Cis*-regulatory elements such as enhancers and promoters of genes they control can be separated by large genomic distances [1]. However, during gene transcription, they are found in very close physical proximity [2]. Gene expression is regulated by temporal-spatial, enhancer-promoter interactions. Such long-range interactions often bypass proximal genes to exert control over specific distal target genes [1, 3]. Deciphering the principles and mechanisms underlying enhancer-promoter dynamics is essential for understanding the molecular mechanism of gene control in cell differentiation and development.

Genome-wide contact frequencies determined by Hi-C have revealed higher-order chromatin structural features. Topologically associated domains (TADs) are large megabase-size genomic regions of increased self-interaction that are partially insulated from contacts with neighboring domains [4, 5]. Various studies have reported conflicting results on TAD organization in response to environmental stimuli. Some studies show that TADs are largely invariant among different cell types and in response to environmental signals [4, 6, 7], while others have reported significant TAD re-organization in response to stimuli and between cell types [8–10]. Further studies have shown that transcription factors drive dynamic change of chromatin interactions between regulatory elements and genes within TADs during ESC differentiation, human fibroblast trans-differentiation, and B cell reprogramming [11–13].

Analysis of Hi-C heatmaps has revealed a “plaid pattern” of increased or decreased contact frequencies between domains which corresponds with their activity state. Active domains tend to contact other active domains, while inactive domains tend to contact other inactive domains, indicating that the nuclear genome is organized into two nuclear compartments referred to as A (active compartment) and B (inactive compartment) [14]. Here again, several studies have investigated compartment changes during cell differentiation in both mouse and human cell types and reported conflicting results. For example, human embryonic stem cell (ESC) differentiation to four different lineages showed substantial switching between A and B compartments [6] while during cell differentiation and development, studies show there is minimal A–B switching [15–18].

Hi-C has been instrumental in discovering and defining the principles of the above aspects of higher-order genome organization. However in the absence of billions of read-pairs, Hi-C lacks the resolution to identify significant interactions between individual promoters and their long-range regulatory elements. Promoter Capture Hi-C (PCHi-C) identifies significant interactions between individual promoters and their long-range regulatory elements in an unbiased manner [19–21]. PCHi-C studies have shown dynamic rewiring of enhancer-promoter interactions during human ESC differentiation to neuroectodermal cells [22], during mouse adipocyte differentiation [7], and during keratinogenesis [23] suggesting that promoter interaction changes regulate gene expression associated with cell-fate transitions. These studies are in agreement with Highly Integrative Chromatin Immunoprecipitation (HiChIP) experiments, which show chromatin reorganization during cell trans-differentiation and reprogramming [24–26]. However, the degree to which promoter interactions are reorganized during direct lineage conversion remains poorly understood.

Pre-B cells are precursors of B lymphocytes, which are adaptive immune cells of the lymphoid lineage [27, 28]. Macrophages are phagocytic cells of the myeloid lineage and are responsible for detecting, engulfing, and destroying pathogens [29]. The lymphoid and myeloid lineages exhibit distinct gene expression patterns maintained by lineage-restricted transcription factors [30–32]. The CCAAT enhancer binding protein alpha (C/EBPα) is essential for the development of the myeloid lineage [33]. An inducible Pre-B cell line (c10) with a C/EBPαER transgene has been well studied for its ability to reproducibly trans-differentiate into macrophages [34–36]. C/EBPα has previously been shown to bind to myeloid enhancers in Pre-B cells and regulate myeloid cell type-specific genes [33].

In this study, we used ChIP-seq, RNA-seq, Hi-C, and PCHi-C data to investigate higher-order chromatin organization and promoter interaction dynamics associated with gene expression changes during C/EBPαER-induced trans-differentiation of mouse Pre-B cells into macrophages over a 48-h period [34, 37]. Our findings show that extensive temporal rewiring of promoter-anchored interactions during the switch from a Pre-B cell-specific to a macrophage-specific transcription program constitutes the major alterations in genome organization during trans-differentiation.

## Results

### Transcriptional dynamics during rapid conversion of Pre-B cells into macrophages

To study the role of promoter-enhancer interactions during Pre-B cell trans-differentiation into macrophages, we employed direct lineage conversion of the C10 mouse Pre-B cell line which harbors an estradiol-inducible rat C/EBPα fused to the estrogen hormone receptor binding domain (C/EBPαER) [34, 38]. Upon addition of β-estradiol, C10 cells are converted into macrophages within 48 h. Immunofluorescence staining and western blot analysis show that C/EBPα protein is rapidly translocated from the cytoplasm to the nucleus within 1 h of β-estradiol induction and gradually decreases over 48 h (Fig. 1a, b). We verified trans-differentiation efficiency by FACS to determine the percentage of cells expressing the Pre-B cell-specific cell surface marker CD19 and macrophage-specific cell surface marker CD11b. Over 48 h of induction, the cells went from 99.5% CD19 positive to greater than 80% CD11b positive (Fig. 1c), demonstrating efficient differentiation into macrophages.

**Fig. 1:**
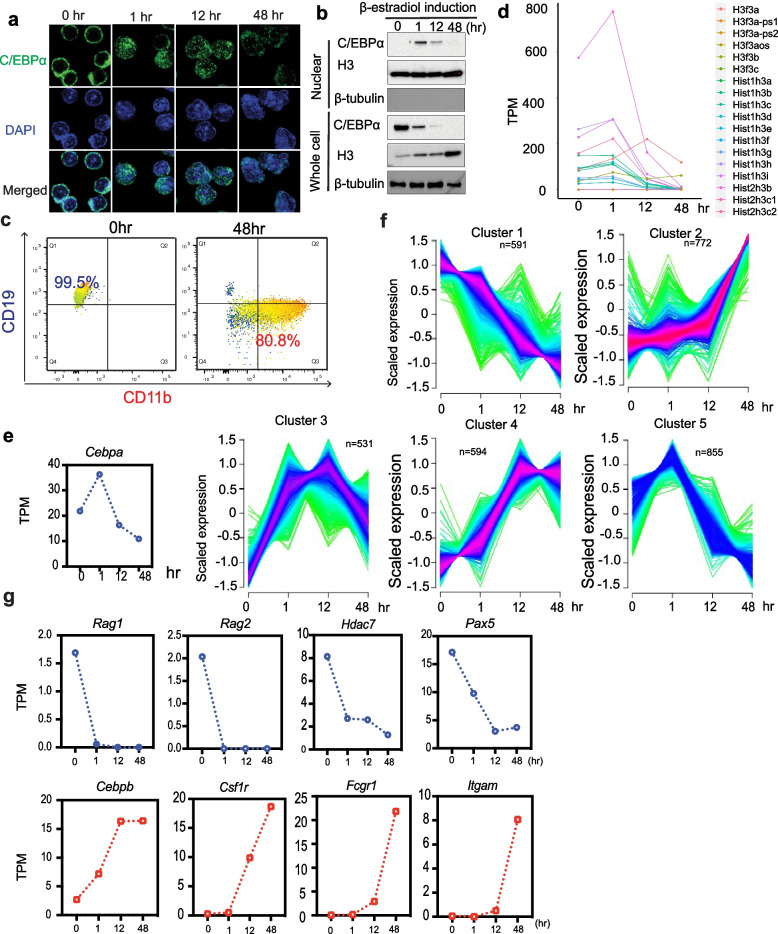
Timescale conversion of Pre-B cells into Macrophages. **a** Immunofluorescence staining of C/EBPα showing cellular localization of C/EBPα proteins at different time points. **b** Western blot analysis showing C/EBPα protein level in nuclear and whole cell extracts upon β-estradiol induction. **c** FACS analysis of the percentage of cells that express Pre-B cell-specific surface marker, CD19, and macrophage-specific cell surface marker, CD11b. **d** Gene expression level (transcripts per million) of genes encoding histone3. **e** Gene expression level (transcripts per million) of Cebpa gene. **f** Fuzzy c-means clusters of differentially expressed genes from 0h, 1h, 12h, and 48h during trans-differentiation. **g** Gene expression level (transcripts per million) of Pre-B cell-specific genes (*Rag1*, *Rag2*, *Hdac7*, *Pax5*) (blue), and macrophage-specific genes (*Cebpb*, *Csf1r*, *Fcgr1*, *Itgam*) (red) during Pre-B trans-differentiation

Surprisingly, we found that Histone 3 (H3) levels increased in the whole cell extracts through Pre-B trans-differentiation (Fig. 1b). 

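RNA-seq was analysed for 12 libraries of C10 cells, a mouse Pre-B cell line that carries C/EBPαER, a fusion of C/EBPα with the estrogen receptor that moves into the nucleus when β-estradiol is added. There were 3 biological replicates at 0h (uninduced) and 3 at each of 1h, 12h and 48h of induction with 100 nM β-estradiol. The paper's Methods add the cytokines IL-3 and CSF-1 with β-estradiol. Contrasts against 0h therefore do not separate the effects of C/EBPαER from those of the cytokines. The paper's supplementary table lists between 24443990 and 75275165 sequenced reads per library, with medians of 31779488 at 0h, 33953786 at 1h, 35254000 at 12h and 35078001 at 48h. The authors merged technical replicates, trimmed the reads, mapped them to the mouse genome (GRCm38, mm10) and deposited TPM (the abundance of each transcript relative to all others in the library) for the genes of Ensembl release 96. TPM are not counts and hold no record of depth, so the counts that the authors tested with DESeq2 were not used here. A pair of overlapping genes at one ribosomal RNA locus on chromosome 17, CT010467.1 and AY036118, took between 70.3% and 82.9% of the TPM of each library. The TPM left for all genes outside the 20 most abundant was 90177 ± 2277 (SD, n = 3) at 0h, 126812 ± 4529 (SD, n = 3) at 1h, 105839 ± 19041 (SD, n = 3) at 12h and 72885 ± 19233 (SD, n = 3) at 48h. The 16415 genes with a mean TPM of at least 0.1 over the 12 libraries were tested with limma on log2(TPM + 0.1), with 1 model of the 4 time points, and p-values were adjusted by the Benjamini-Hochberg method. For genes with low TPM, fold changes on this scale depend on the 0.1 added, and where a library is at 0 they can be smaller or larger than the ratio of the mean TPM. Values after median-of-ratios scaling between libraries, for which the mean size factor was 0.930 at 0h, 1.47 at 1h, 1.18 at 12h and 0.699 at 48h, are given where they change a result.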

To analyze gene expression dynamics during trans-differentiation, we prepared triplicate RNA-seq libraries from each of the four time points (0 h, 1 h, 12 h, and 48 h). 

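In the PCA of log2(TPM + 0.1) over the 16415 genes tested, PC1 carried 42.0% of the variance and PC2 15.8%. Along PC1 the 0h libraries lay between -70.5 and -64.2, the 1h libraries between -89.3 and -82.0, the 12h libraries between 3.75 and 24.3 and the 48h libraries between 119 and 150, so no 2 time points overlapped. By Euclidean distance, each of the 12 libraries had a library of its own time point as its nearest neighbour. The largest distance within a time point was 155 and the smallest between time points 158. With no filter (166 and 169) and with a pseudocount of 1 (80.3 and 82.6) the first also stayed below the second, but it exceeded it with median-of-ratios scaling (167 and 138), quantile normalization (167 and 139), a mean TPM of at least 1 (120 and 111) and a pseudocount of 0.01 (261 and 254). When TPM were rescaled to the same total without the 20 most abundant genes, 11 of the 12 libraries had their nearest neighbour at the same time point, and the 2 distances were 273 and 233.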

Principal component analysis (PCA) shows three biological replicates cluster together, indicating high similarity and library quality (Additional file 1: Fig. S1a). 

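The genes for the histone variant H3.3 are H3f3a (chromosome 1, 180800832 to 180813943, GRCm38) and H3f3b (chromosome 11, 116021912 to 116027962). Their summed TPM was 125 ± 13.4 (SD, n = 3) at 0h, 210 ± 21.9 (SD, n = 3) at 1h, 269 ± 42.1 (SD, n = 3) at 12h and 181 ± 27.9 (SD, n = 3) at 48h. All 3 libraries at 48h lay above all 3 at 0h, a difference in mean log2 sum of 0.53 (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). After median-of-ratios scaling the difference was 0.94. At 48h the log2 fold change of H3f3b was 0.74 (standard error 0.18, adjusted p = 0.00479, limma with Benjamini-Hochberg adjustment). That of H3f3a was 0.43 (standard error 0.18) and did not pass the threshold (adjusted p = 0.0801, limma), whereas after median-of-ratios scaling it was 0.84 (adjusted p = 7.13e-05, limma; from 7.13e-05 to 0.216 over 16 alternatives). At 1h the increase of H3f3a, 0.62 on the log2 scale, became -0.045 after that scaling. Without 48h replicate 1 the 48h increase of H3f3a was 0.56 (adjusted p = 0.0367, limma). From the expression of both genes, the paper concludes that H3.3 accounts for the rise in H3 protein.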

Allele-specific analysis of H3 gene expression shows that the increased H3 protein level is due to expression of the histone variant H3.3 (*H3f3a* and *H3f3b*) genes (Fig. 1d). H3.3 is often referred to as the replacement histone as it is incorporated into transcribed chromatin throughout the cell cycle [39, 40]. Expression of canonical H3 alleles decreased dramatically after induction with CEBP/α (Fig. 1d), consistent with previous studies showing that CEBP/α arrests cell proliferation [41–43]. 

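The table lists 12 canonical H3 genes of the Hist1h3 and Hist2h3 families, which are near-identical copies whose reads the TPM estimate could divide between members, so their sum is given first. The summed TPM was 1767 ± 119 (SD, n = 3) at 0h, 2242 ± 224 (SD, n = 3) at 1h, 441 ± 87.2 (SD, n = 3) at 12h and 32.1 ± 17.1 (SD, n = 3) at 48h. The mean log2 sum was lower by 5.90 at 48h than at 0h, with no overlap between the libraries (two-sided exact permutation test, p = 0.1, the smallest possible), and it fell by 5.49 after median-of-ratios scaling. The 48h libraries were 20.7, 24.0 and 51.8 TPM. Of single genes, Hist2h3b (chromosome 3, 96268654 to 96269141) went from 575 ± 40.0 TPM (SD, n = 3) at 0h to 12.8 ± 7.35 (SD, n = 3) at 48h. Hist2h3c1 was listed at 0 in all 0h libraries.

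**Figure D1:**
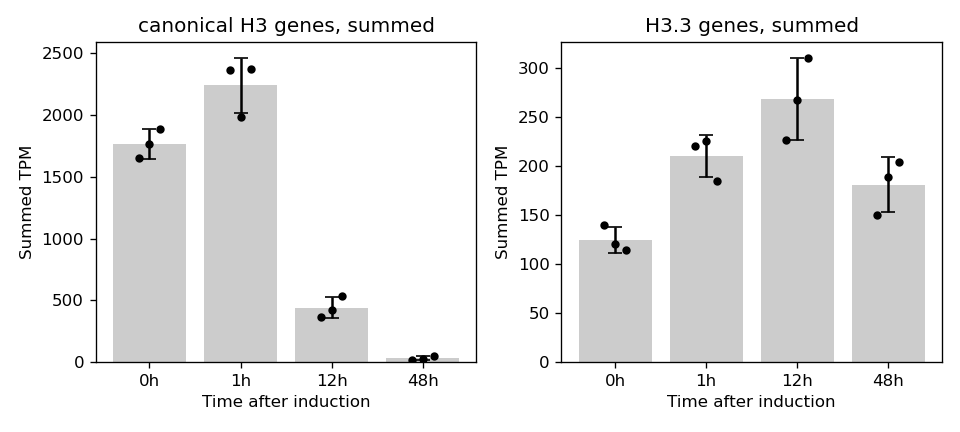
Summed TPM of the canonical H3 genes (left) and the H3.3 genes (right) at each time after induction; bars are means of 3 libraries, error bars SD and points single libraries. The canonical sum ends at 32.1 TPM at 48h, while the H3.3 sum is 181 TPM.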

Increased levels of H3.3 may be required for the large-scale changes in gene expression that occur upon trans-differentiation. RNA-seq analysis also shows that expression of the Rat C/EBPα transgene initially increases at 1h and then decreases by 48h (Fig. 1e). 

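The deposited table has 1 row for Cebpa (chromosome 7, 35119293 to 35121928, GRCm38), in which reads of the rat transgene and of the mouse gene are not told apart. Its TPM was 21.8 ± 1.93 (SD, n = 3) at 0h, 36.3 ± 2.18 (SD, n = 3) at 1h, 16.3 ± 3.67 (SD, n = 3) at 12h and 10.9 ± 7.65 (SD, n = 3) at 48h. All 3 libraries at 1h lay above all 3 at 0h, but the log2 fold change of 0.73 (standard error 0.36) did not pass the threshold (adjusted p = 0.153, limma with Benjamini-Hochberg adjustment) and was 0.074 after median-of-ratios scaling. Over 13 alternatives the adjusted p at 1h ran from 0.00878 to 0.935 (limma). Only the fit to the 6 libraries compared passed. At 48h the log2 fold change was -1.20 (standard error 0.36, adjusted p = 0.0173, limma), and after median-of-ratios scaling it was -0.80 (adjusted p = 0.0705, limma; from 4.11e-05 to 0.130 over 16 alternatives). The 48h libraries were 6.20, 6.74 and 19.7 TPM, the last being replicate 3. Without 48h replicate 1 the log2 fold change was -0.91 (adjusted p = 0.0761, limma) and without 48h replicate 2 it was -0.97 (adjusted p = 0.0771, limma), neither past the threshold.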

The endogenous C/EBPα gene (mouse specific) was not expressed throughout the time course (Additional file 1: Fig. S1b). 

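A gene was counted as a DEG when its adjusted p was under 0.05 (limma with Benjamini-Hochberg adjustment) and its log2 fold change beyond 2 in either direction. This cut is that of the paper's supplement, whose DEGs lie beyond 2 on the log2 scale. The paper's Methods print a fold change over 2, which read as a ratio is 1 on that scale. Relative to 0h, 589 genes were higher and 62 lower at 1h, 968 higher and 301 lower at 12h, and 1056 higher and 1648 lower at 48h. The median log2 fold change of all 16415 genes was 0.59 at 1h, 0.34 at 12h and -0.18 at 48h. After median-of-ratios scaling, 180 genes were higher and 103 lower at 1h, 717 higher and 426 lower at 12h, and 1508 higher and 1246 lower at 48h. The share of DEGs that were higher thereby moved from 90.5% to 63.6% at 1h, from 76.3% to 62.7% at 12h and from 39.1% to 54.8% at 48h. Apart from the fold change threshold, the pseudocount moved the number of DEGs most, which was 87 at 1h, 400 at 12h and 1027 at 48h with a pseudocount of 1. Fuzzy c-means into 5 clusters, on the time-point means of the 3456 genes that were DEGs at any time point, gave clusters of 523, 786, 933, 638 and 576 genes. Among genes with a mean TPM of at least 1 in the libraries compared and no overlap between time points, Mmp12 (chromosome 9, 7344381 to 7369499) had the largest increase at 48h on the log2(TPM + 0.1) scale, from 0.00667 to 491 TPM on average, and H19 (chromosome 7, 142575529 to 142578143) had the largest decrease at 12h on that scale, from 323 ± 22.7 TPM (SD, n = 3) at 0h to 2.30 ± 0.469 (SD, n = 3). The place of H19 depends on the scale, since Il7r, with 12h libraries of 0.03, 0 and 0 TPM, fell further with a pseudocount of 0.01 (-8.88 against -7.14 for H19) and after rescaling without the 20 most abundant genes (-8.99 against -7.36).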

We identified thousands of differentially expressed genes (DEGs) comparing RNA seq data from 1h, 12h, and 48h to 0h (Additional file 1: Fig. S1c) and clustered them to reveal 5 clusters of genes with different expression profiles (Fig. 1f, Additional file 2: Table S1). Cluster 1 genes decrease in expression from 0 to 48h. 

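The centres of 2 of the 5 clusters, of 786 and 933 genes, were lower at 48h than at 0h, going from 0.719 to -1.21 and from 0.566 to -1.40 in standardized units. Neither fell at each step, as they were at 0.808 and 0.747 at 1h. After median-of-ratios scaling the centres of clusters of 602 and 759 genes fell at each step. With a fuzzifier of 2, a cluster of 267 genes did so.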

Gene ontology (GO) indicates the enrichment of genes involved in B-cell-related functions: B cell activation, lymphocyte activation, and leukocyte activation (Additional file 1: Fig. S1d). 

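All 4 of Rag1, Rag2, Hdac7 and Pax5 were lower at 48h than at 0h. Rag1 (chromosome 2, 101638282 to 101649501) had 1.69 ± 0.190 TPM (SD, n = 3) at 0h and was listed at 0 in all 3 libraries at 48h. Rag2 had 2.04 ± 1.05 TPM (SD, n = 3) at 0h, and its 48h libraries were 0.07, 0 and 0.04. Both had already fallen at 1h, when the libraries of Rag1 were at 0.07, 0.06 and 0.04 TPM and those of Rag2 at 0.19, 0 and 0.11. Hdac7 (chromosome 15, 97792664 to 97844502) went from 8.14 ± 0.967 to 1.28 ± 0.373 TPM (SD, n = 3 each), a log2 fold change of -2.61 (standard error 0.25, adjusted p = 5.99e-06, limma with Benjamini-Hochberg adjustment). Pax5 (chromosome 4, 44524757 to 44710487) went from 17.1 ± 0.337 TPM at 0h to 9.77 ± 0.867 at 1h and 3.73 ± 0.842 at 48h (SD, n = 3 each). Its 12h libraries were 2.76, 3.19 and 3.17. The log2 fold change of Pax5 at 48h was -2.19 (standard error 0.18, adjusted p = 1.79e-06, limma). After median-of-ratios scaling it was -1.79, no longer beyond the cut of 2 for DEGs.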

A few examples of these genes are *Rag1*, *Rag2*, *Hdac7*, and *Pax5* (Fig. 1g, Additional file 1: Fig. S1e). 

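The centre of 1 cluster, of 576 genes, rose at each step from 0h to 48h. After median-of-ratios scaling 3 clusters did so, of 596, 591 and 539 genes. Cebpb (chromosome 2, 167688915 to 167690418) had 2.70 ± 0.245 TPM at 0h, 7.19 ± 0.677 at 1h, 16.3 ± 4.57 at 12h and 16.4 ± 8.96 at 48h (SD, n = 3 each), a log2 fold change of 2.43 at 48h (standard error 0.31, adjusted p = 6.58e-05, limma with Benjamini-Hochberg adjustment). Its 48h libraries were 11.4, 11.1 and 26.7 TPM. Csf1r (chromosome 18, 61100598 to 61132149) rose from 0.277 ± 0.146 to 18.7 ± 4.16 TPM (SD, n = 3 each), Fcgr1 (chromosome 3, 96282909 to 96293969) from 0.0567 ± 0.00577 to 21.8 ± 3.79 and Itgam (chromosome 7, 128062640 to 128118491) from 0.0500 ± 0.0200 to 8.07 ± 1.48. The log2 fold changes of these 3 genes at 48h were 5.69, 7.12 and 5.76, each past the threshold in limma, and understated because their TPM at 0h was low.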

Cluster 2 genes increase in expression from 0h to 48h, and GO analysis shows enrichment of genes involved in the cellular response to molecule of bacterial origin, cellular response to biotic stimulus, and other macrophage-related functions (Additional file 1: Fig. S1d); some examples are *Cebpb*, *Csf1r*, *Fcgr1*, and *Itgam* (Fig. 1g and Fig.S1e). Similar to other studies, we observed downregulation of B lineage transmembrane protein gene *Cd19* and B cell receptor complex signaling genes *Blnk, Cd79a*, *Cd79b*, *Vpreb1*, Vpreb2, and *Vpreb3*, while myeloid marker genes such as granulocyte collagenase 8 *(Mmp8),* macrophage scavenger receptor (*Msr1*), myeloid restricted serine protease C (*Ctsc*), and the myeloid cytokine-dependent chemokine 6 (*Ccl6*) were upregulated, (Additional file 1: Fig. S1f) [35, 44]. Together, these results show that nuclear translocation of C/EBPαER results in rapid diminution of the Pre-B cell-specific gene expression program and progressive establishment of macrophage-specific gene expression, indicating efficient conversion of Pre-B cells to macrophages.

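Vpreb3 (chromosome 10, 75943057 to 75949657) fell from 77.3 ± 2.10 TPM at 0h to 0.527 ± 0.142 at 48h (SD, n = 3 each). Vpreb2 was listed at 0 in all 48h libraries. Cd79b was lowest at 1h, with 5.10 ± 1.05 TPM, and was 12.0 ± 1.45 at 48h against 34.4 ± 2.39 at 0h (SD, n = 3 each). Blnk was lowest at 12h, with 2.09 ± 0.571 TPM (SD, n = 3) and a log2 fold change of -1.65 (adjusted p = 0.000133, limma). At 48h it had the smallest decrease, from 6.64 ± 0.497 to 3.61 ± 0.572 TPM (SD, n = 3 each). The log2 fold change at 48h was -0.87 (adjusted p = 0.00496, limma with Benjamini-Hochberg adjustment). After median-of-ratios scaling it was -0.47 and not past the threshold (adjusted p = 0.120, limma; from 0.00272 to 0.139 over 16 alternatives). Ctsc rose from 8.66 ± 0.802 to 359 ± 30.6 TPM and Ccl6 from 0.0867 ± 0.0777 to 52.4 ± 7.50 (SD, n = 3 each). Mmp8 and Msr1 were listed at 0 in all 0h libraries. At 48h Mmp8 was at 36.2, 43.3 and 28.2 TPM and Msr1 at 2.69, 4.02 and 5.13.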

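Of the 11 Pre-B cell genes that the text names, all 11 were lower at 48h with an adjusted p under 0.05 in limma, both adjusted over the list alone and over all genes tested. Rag1 and Vpreb2 had no TPM left at 48h, and the log2 fold changes of the other 9 ran from -6.97 to -0.87, against the median of -0.18 over all genes. Under median-of-ratios scaling 10 of the 11 passed. All 8 macrophage genes that the text names were higher, again under both adjustments. The study chose both lists on the same samples, so the counts over the list alone are not independent evidence. From the loss of the first program and the gain of the second, the paper concludes that Pre-B cells converted to macrophages.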

### Higher-order chromatin organization during Pre-B cell trans-differentiation

To investigate higher-order chromatin dynamics during trans-differentiation, we performed Hi-C in duplicate at the same time points. HiCUP analyses reveal > 70% of di-tags are *cis*-contacts greater than 10Kb, approximately 15% *cis*-contacts < 10 Kb, and ~ 14% *trans* contacts, indicating very high-quality Hi-C libraries (Additional file 1: Fig. S2a) [45]. Comparison of Hi-C matrices at 500-kb resolution showed very high similarity scores between replicates at all time points, and progressively lower similarity when comparing uninduced cells to trans-differentiation time points (Fig. 2a). Hi-C heatmaps at 100-kb and 25-kb resolution did not show gross changes in overall architecture between different time points (Additional file 1: Fig. S2b). We found approximately 3000 TADs at each time point, ranging in size from a few hundred kilobases to a few Mbs, with an average size of approximately 800kb (Additional file 1: Fig. S3a). TAD boundaries show higher reproducibility between biological replicates than between different time points (Fig. 2b), indicating a small percentage of boundaries change during trans-differentiation (Fig. 2b, c). We observed that 17,762 genes (32.08% of total genes) are located within TADs that show boundary changes (48h vs 0h). Of these genes, 937 are differentially expressed genes (DEGs) (31.36% of total DEGs). Fisher’s exact test shows that genes within TADs that show boundary changes are not enriched for DEGs (*p* = 0.40). GO analysis of coding genes (*n* = 6937) within TADs that show boundary changes shows enrichment for immune processes, such as response to chemokine, response to dsRNA, and response to pheromone (Additional file 1: Fig. S3b). These results show that a majority of TAD boundaries are conserved, consistent with previous reports of TAD conservation across different cell types [4, 6, 7]. However, we find that some boundaries do change and are associated with changes in gene expression within the flanking TADs suggesting that alteration of TAD boundaries is involved, though not a major feature driving the observed widespread changes in gene expression.

**Fig. 2:**
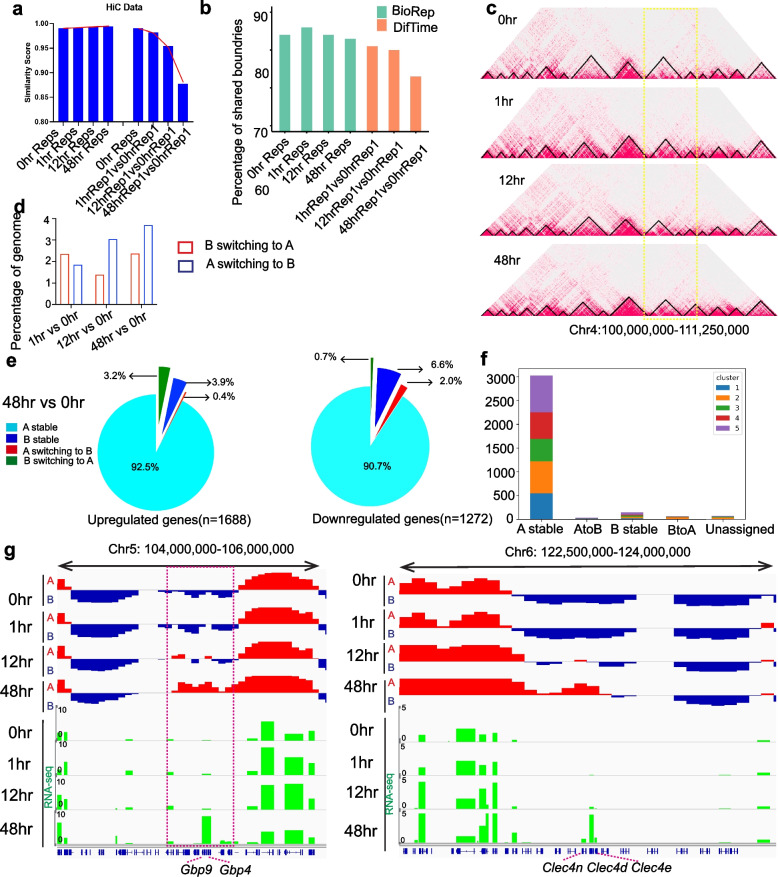
Higher-order chromatin organization during Pre-B cell trans-differentiation. **a** Similarity scores between the replicates and different time points. Stratum adjusted correlation coefficient (SCC method) was used to quantify the similarity score by comparing HiC interaction matrix at 500 kb resolution. Reps, replicates. **b** Percentage of shared TAD boundaries between biological replicates and among samples from different time points. BioRep, comparison between biological replicates at each time point. DifTime, comparison between samples from different time points. **c** TAD structure at a region on chromosome 4—black triangles represent TADs, and yellow lines demarcate regions showing differences in TAD boundaries between time points. **d** Percentage of the genome that switches compartment (either A-to-B or B-to-A) during trans-differentiation. **e** The percentage of compartment change for significantly upregulated and downregulated genes (48h vs 0h). **f** The number of DEGs in different Fuzzy c-means clusters grouped by various compartments change. Unassigned: genes are not able to call compartments. **g** Examples of genes that are in B compartment but switch to A compartment. Gene expression tracks in green

We called A/B compartments using principal component analysis (PCA). PC1 value of PCA shows a higher correlation between biological replicates than between different time points (Additional file 1: Fig. S3c). We found as expected A compartment genes have significantly higher expression levels than those in B compartments (Additional file 1: Fig. S3d). Previous reports indicate that although most compartments are stable across different cell types, some compartments do switch status during trans-differentiation in a cell-type-specific manner, reflecting cell-type-specific changes in transcription [6, 11]. We observed that a small fraction of the genome switches compartment status (either A-to-B or B-to-A) during trans-differentiation (Fig. 2d). 

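Genes with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) numbered 2611 higher and 4466 lower at 48h without a fold change threshold, and 2217 higher and 3793 lower beyond a log2 fold change of 1. This balance depends on the scale of the libraries. After median-of-ratios scaling, which for these thresholds was chosen after seeing the data, the numbers were 4025 higher and 3614 lower without a threshold and 3211 higher and 2888 lower beyond 1. Beyond a log2 fold change of 2, the cut of the paper's supplement, 1056 genes were higher and 1648 lower at 48h as deposited. After median-of-ratios scaling the numbers at that cut were 1508 higher and 1246 lower. A/B compartments were not analysed here.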

Looking at the relationship between gene expression changes and compartment switching, we observed that of the 1688 upregulated genes from 0h to 48h, only 54 (3.2%) switched from the B compartment to the A compartment, and only 25 (2%) of 1272 downregulated genes switched from A compartment to B compartment (Fig. 2e). Greater than 90% of DEGs (either up- or downregulated) remained in stable A compartments throughout trans-differentiation (Fig. 2e and Additional file 1: Fig. S3e). Correlation between the A/B compartment switches and transcriptome clusters shows as expected A to B switches are enriched in cluster 1 which contains downregulated genes, and B to A switches are enriched in clusters 2, 3, and 4 which are composed of upregulated genes (Fig. 2f). The expression changes of genes from B to A compartments are significantly greater than those maintained in the same compartments, while the expression changes of genes from A to B compartments are notably lower (Additional file 1: Fig. S3f). GO analysis indicates that genes that switch compartments from A to B are involved in immunoglobulin production and genes that switch compartments from B to A are associated with Pre-B differentiation and macrophage-related functions, such as antifungal immune response, stimulatory C-type lectin receptor signaling pathway, and cellular response to type II interferon (Additional file 1: Fig. S3g). For example, *Gbp* family genes, G*bp9* and *Gbp4*, that are involved in response to interferon-gamma show increased expression at 48h accompanied by compartment B to A switch (Fig. 2g) [46]. Similarly, *Clec4* family genes, *Clec4n*, *Clec4d*, and *Clec4e*, involved in macrophage defense response to other organisms also show increased expression along with the B to A compartment switch (Fig. 2g) [47]. 

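Gbp9 (chromosome 5, 105077630 to 105139539, GRCm38) and Gbp4 (chromosome 5, 105115767 to 105139586) overlap in the annotation, so reads in the shared part could be divided between them. The 0h libraries of Gbp9 were at 0.15, 0.27 and 0.31 TPM, and it rose to 9.26 ± 0.975 at 48h (SD, n = 3). Gbp4 rose from 0.193 ± 0.0833 to 5.26 ± 0.749 TPM (SD, n = 3 each). The log2 fold changes were 4.79 (standard error 0.40, adjusted p = 2.08e-06) and 4.23 (standard error 0.39, adjusted p = 4.60e-06, limma with Benjamini-Hochberg adjustment). At 12h Gbp9 was at 0.383 ± 0.126 TPM and Gbp4 at 0.277 ± 0.101 (SD, n = 3 each), so the increase fell between 12h and 48h.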

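Clec4n, Clec4d and Clec4e lie beside each other on chromosome 6, from 123229843, 123262111 and 123281789. All 3 were listed at 0 in every 0h library. At 48h Clec4n was at 0.83, 0.16 and 1.08 TPM, Clec4d at 5.47, 5.20 and 3.81, and Clec4e at 0.90, 0.91 and 0.89. At 12h none of the 3 exceeded 0.46 TPM in any library.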

In summary, trans-differentiation involves a limited number of changes in TAD boundaries and A/B compartments.

### Promoter-anchored chromatin interactions during trans-differentiation

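Promoter Capture Hi-C enriches Hi-C ligation products that contain a promoter fragment, the bait, and reports the fragments in contact with it as promoter interacting regions (PIRs). The authors mapped the reads with HiCUP to mm10, merged 2 replicates per time point, called interactions with CHiCAGO and deposited 1 list per time point, so the values below have no replicate error. The 0h list gives a CHiCAGO score for each interaction, with 5 the lowest. The 1h, 12h and 48h lists give whole numbers with 2 the lowest, which are taken as read pairs because their unit is not named, and these were not compared with the scores. Fragments in the lists are HindIII fragments, as 100% of the 4123 on chromosome 19 start at a HindIII cut. Pairs of baits listed in both directions at 1h, 12h and 48h (8082, 9184 and 8517 pairs) were counted once. Of the 18175 bait fragments in the 4 lists, 97.9% hold a transcription start site of GENCODE release M21, and 23193 genes of the TPM table had a bait.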

To investigate promoter-anchored chromatin interactions during Pre-B cell trans-differentiation, we generated Promoter Capture Hi-C (PCHi-C) libraries at each time point. PCHi-C data quality was checked using HiCUP analysis (Additional file 1: Fig S4a). Comparison of the datasets revealed high similarity scores between replicates at all time points and progressively lower similarity scores as trans-differentiation advanced (Fig. 3a). Using CHICAGO (cut-off score = 5), we identified around 130,000 significant promoter interacting regions (PIRs) at each time point (Fig. 3b). 

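The lists held 138769 interactions at 0h, 137836 at 1h, 131598 at 12h and 144072 at 48h, each pair of fragments counted once. They came from 14578, 15048, 15488 and 15352 bait fragments. Between 618 (48h) and 880 (0h) interactions joined different chromosomes. At 0h, 26624 interactions had a score of at least 10.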

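Both fragments were baits in 16.4% of interactions at 0h (95% Wilson confidence interval 16.2% to 16.6%), 17.3% at 1h (17.1% to 17.5%), 17.3% at 12h (17.1% to 17.5%) and 14.1% at 48h (13.9% to 14.3%). The intervals cover counting error only, as there are no replicates. With a bait defined from the list of the same time point alone, the shares were 15.7%, 16.7%, 16.8% and 13.6%.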

Approximately 17% are promoter to promoter (bait to bait), and 83.4% are promoter to other genomic fragments, (Additional file 1: Fig. S4b). Promoter-anchored interactions across all time points show similar distributions over linear genomic distance (Fig. 3b) with median distances of 163 ~ 184kb.

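Between fragment midpoints the median distance was 190 kb at 0h, 185 kb at 1h, 169 kb at 12h and 177 kb at 48h, over interactions on one chromosome. The distances between the lower and upper quartile ran from 99.4 to 320 kb at 0h and from 87.9 to 282 kb at 12h. Measured between the nearest fragment ends, the medians were 184, 179, 163 and 171 kb.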

**Fig. 3:**
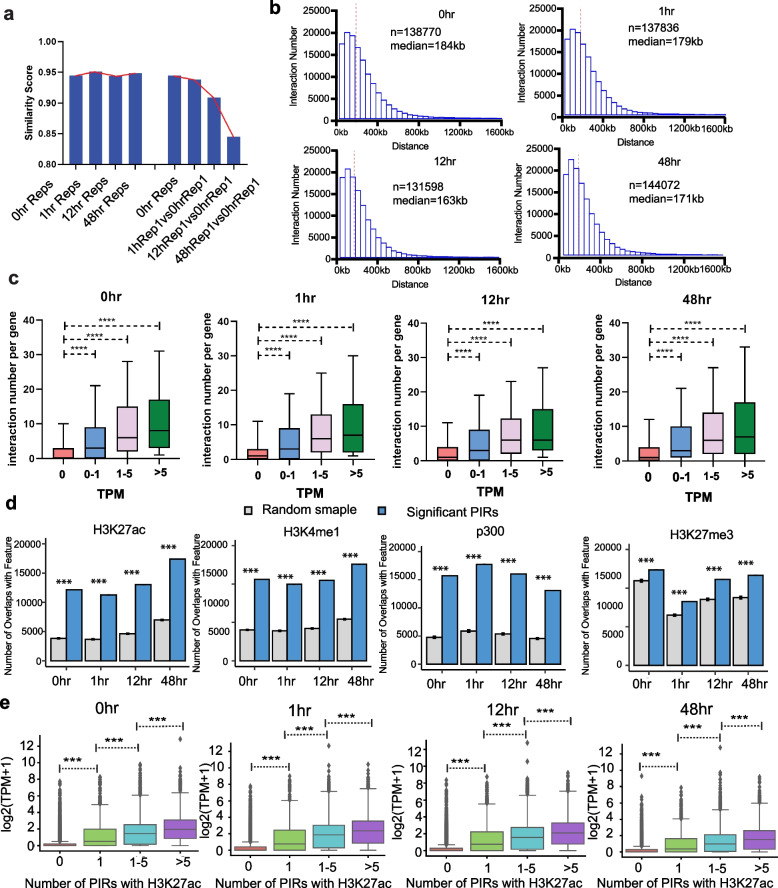
Integrative analysis of promoter-anchored chromatin interactions, transcriptome, and epigenetics during Pre-B cell trans-differentiation. **a** Similarity score between replicates and different time points of PCHi-C interaction matrix at 500-kb resolution was quantified using stratum-adjusted correlation coefficient (SCC) method. **b** Distribution of distances between promoter and promoter interacting regions (PIRs) at 0h, 1h, 12h, and 48h time points. Red dashed line indicates the median distance of significant interactions. **c** Number of interactions per gene classified based on different expression levels (TPM = 0 (n1), TPM = 0–1 (n2), TPM = 1–5 (n3), TPM > 5 (n4)) at 0 h (n1 = 9601, n2 = 4669, n3 = 4116, n4 = 2202), 1h (n1 = 9025, n2 = 4588, n3 = 3772, n4 = 3203), 12h (n1 = 9184, n2 = 4721, n3 = 3970, n4 = 2713), and 48h (n1 = 9266, n2 = 5837, n3 = 3828, n4 = 1657) time points. An unpaired two-sided *t*-test is performed for the significance test. **d** Overlap of H3K27ac, H3K4me1, H3K27me3, and p300 peaks with significant versus randomly shuffled PIRs for cells at different time points. The gray bar represents the number of overlaps across 100 sets of randomly shuffled distance-matched PIRs (control) with 95% confidence interval for the means plotted. The chi-squared test is performed for the significance test. **e** The box plot displays gene expression values (log2(TPM + 1)) of promoters categorized into four groups based on the number of promoter-interacting regions (PIRs) marked by H3K27ac at four different time points. The groups are defined as follows: Group 0: Promoters without any PIRs marked by H3K27ac. Group 1: Promoters with only one PIR marked by H3K27ac. Groups 1–5: Promoters with one to five PIRs marked by H3K27ac. Group > 5: Promoters with more than five PIRs marked by H3K27ac. An unpaired two-sided *t*-test is performed for the significance test. All the box plot represents 25 and 75 percentiles with the median

*Cis*-regulatory elements, such as enhancers, far outnumber genes in the mammalian genome [48, 49]. In many cases, a gene will be contacted by multiple enhancers, which can be located at great genomic distances [1, 50]. We examined the relationship between the number of significant interactions per gene promoter and gene expression level. 

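Genes with a bait were grouped by the mean TPM of the 3 libraries of a time point. At 0h, 9686 genes with a TPM of 0 had 6.37 interactions on average (SD 10.7 across genes), 5971 genes with a TPM of 0-1 had 10.3 (SD 13.7), 4855 genes with a TPM of 1-5 had 13.4 (SD 15.8) and 2681 genes with a TPM above 5 had 15.3 (SD 16.7). The difference between the highest and the lowest class was 8.96 interactions per gene at 0h, 8.12 at 1h, 6.70 at 12h and 7.44 at 48h. All 16 comparisons made (the highest against the lowest class and each step between neighbouring classes, at 4 time points) gave p = 1e-05 in a two-sided permutation test across genes, the smallest that 100000 resamples can give, and an adjusted p of 1e-05. Genes are not independent replicates. With only interactions scored at least 10, the 0h difference was 2.25. From the increase across classes, the paper states that genes with more interactions tend to have higher expression.

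**Figure D2:**
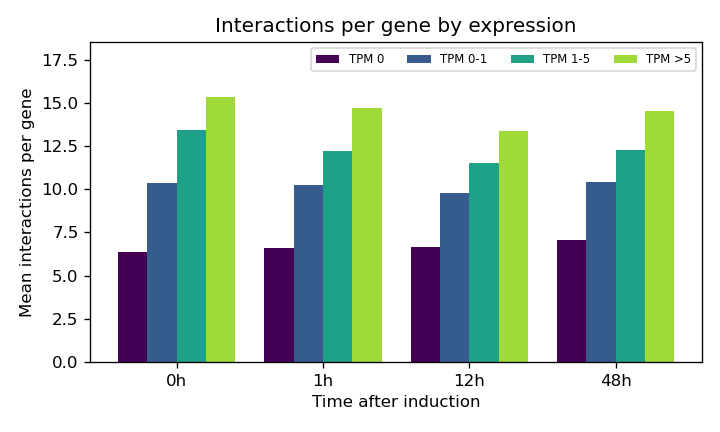
Mean number of interactions per gene (vertical axis) at each time after induction, for genes grouped by mean TPM. At 0h the mean rises from 6.37 for genes with a TPM of 0 to 15.3 for genes above 5.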

We found that genes possessing a larger number of interactions tend to have significantly higher gene expression (Fig. 3c) in agreement with previous studies [50–52].

Functionally active *cis*-regulatory elements are often enriched in specific histone modifications [53]. H3K27ac, H3K4me1, and p300 are often associated with active enhancers, whereas H3K27me3 modifications are generally associated with *Polycomb* repressed chromatin, bivalent domains, and poised enhancers [54–56]. To characterize PIRs during Pre-B cell trans-differentiation, we analyzed publicly available ChIP-seq data for H3K27ac, H3K4me1, H3K27me3, and p300 peaks [37] at PIRs compared to distance-matched, random control regions at all four time points. We found that PIRs are significantly enriched for active enhancer marks H3K27Ac, H3K4Me1, and p300 (Fig. 3d), consistent with active transcription of the contacted promoters. We also found that PIRs are significantly enriched with H3K27me3 peaks (Fig. 3d). To investigate the role of PIRs enriched in H3K27ac and H3K27me3 in gene expression, we classified promoters into four groups: Those with at least one PIR marked by H3K27ac, at least one PIR marked by H3K27me3, both, or no marks. Promoters contacted by PIRs with H3K27ac show significantly higher gene expression than the other three groups. Promoters contacted by PIRs with H3K27me3 show significantly lower gene expression than the other three groups (Additional file 1: Fig. S4c). We classified promoters into four groups based on the number of their PIRs marked by H3K27ac and compared their expression level. The results show that promoters connected to more than one PIR marked by H3K27ac peaks have significantly higher gene expression indicating a dose-dependent effect on transcription (Fig. 3e). To quantify the effect of H3K27me3, we focused on promoters contacting PIRs marked by H3K27me3 and not marked by H3K27ac. These promoters were then categorized into four groups based on the number of PIRs marked by H3K27me3. The results show that promoters that connected more than one PIR marked by H3K27me3 have a modest but significantly lower gene expression level than promoters that only have one PIR marked by H3K27me3, suggesting a dose-dependent effect of repressor-promoter interactions on gene expression (Additional file 1: Fig. S4d). These results demonstrate that active and repressive histone modifications at PIRs are associated with active and repressed transcription (respectively) of the promoters they contact, as expected.

### Dynamic rewiring of interactions during trans-differentiation

We measured significant differences in promoter interactions during trans-differentiation using ChicDiff [57] and found that the number of differential interactions increased dramatically during trans-differentiation. 

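Chicdiff needs read counts per replicate, so the lists of interactions were compared instead. Of the 0h interactions, 57.6% were also listed at 1h, 53.2% at 12h and 55.9% at 48h. When a PIR within 10 kb for the same bait counted as shared, the shares were 84.5%, 80.8% and 79.5%. Neighbouring time points shared 56.7% (1h in 12h) and 60.1% (12h in 48h). The exact shares of the 0h list did not fall at each step, whereas those within 10 kb did. As shares of the later list, the interactions shared with 0h were 58.0% at 1h, 56.1% at 12h and 53.8% at 48h, which fell at each step. As shares of both lists together they were 40.7%, 37.6% and 37.8%, which did not. The lists differ in length, which moves such shares. Sharing depended on the score, and of the fifth of 0h interactions with the lowest scores 33.2% were listed at 1h and 32.8% at 48h, against 89.6% and 86.9% of the fifth with the highest.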

Compared to uninduced cells, we found 47 differential interactions involving 18 promoters at 1h, 862 differential interactions at 225 promoters at 12h, and 5847 differential interactions at 1432 promoters at 48h (Fig. 4a), Additional file 3: Table S2). To investigate the potential effect of differential interactions on gene expression, we classified promoters into two groups based on contact frequency (read-pair depth): increased (gain of contacts at 1h, 12h, or 48h compared to 0h) and decreased (decreased contact frequency between 1h, 12h, and 48h compared to 0h). These data show that contact frequency is positively correlated with gene expression. Promoters that gained contacts show significantly upregulated gene expression while promoters that lost contacts show significantly downregulated gene expression (Fig. 4b). 

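Numbers of interactions in the lists were set beside the log2 fold change at 48h. The 1933 genes that gained at least 5 interactions had a median log2 fold change of 0, and the 2643 that lost at least 5 had -0.64, a difference of 0.64 (two-sided permutation test across genes, p = 1e-05, the smallest that 100000 resamples can give). The 7241 other genes had a median of -0.40. More genes lost than gained interactions here, whereas the paper reports more promoters with increased than with decreased contact frequency at 48h. Numbers of listed interactions and contact frequency are thus unlike measures. After median-of-ratios scaling the medians were 0.31 for gained and -0.29 for lost interactions (permutation test, p = 1e-05). Of genes that gained interactions 49.4% were higher at 48h, and of those that lost them 28.9%. After median-of-ratios scaling these shares were 58.7% and 39.0%. Genes are not independent replicates. At 1h, the paper's supplementary table lists 47 differential interactions of 18 promoters, of which 11 have a gene that was tested here. The 9 with decreased contacts had a median log2 fold change of 0.18 at 1h and the 2 with increased contacts 1.20 (two-sided exact permutation test over 55 arrangements, p = 0.0364). With a pseudocount of 1 the p was 0.0545 in the same exact permutation test. After median-of-ratios scaling the medians were -0.47 for decreased and 0.55 for increased contacts, with the difference nearly unchanged at -1.02, so the sign of the decreased group depends on the scaling. From such differences at promoters with changed contact frequency, the paper concludes that contact frequency goes with gene expression.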

To investigate the role of histone modifications on gene expression by chromatin looping, we classified the PIRs of significant differential promoter interactions into three categories based on overlap with different histone marks and quantified their target gene expression change. We found gene promoters that gained chromatin interactions with enhancer marks (either H3K27ac or H3K4me1) show significantly upregulated gene expression compared to gene promoters that only gain contact with repressor marks (H3K27me3) (Fig. 4c). 

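Maf1 (chromosome 15, 76351294 to 76354380) had 3 interactions listed at 0h and 8 at 48h. Its bait also holds the start sites of 2 other genes. Its TPM was 9.87 ± 2.64 at 0h and 4.37 ± 1.54 at 48h (SD, n = 3 each), a log2 fold change of -1.18 (standard error 0.29, adjusted p = 0.00603, limma with Benjamini-Hochberg adjustment). Ssbp1 (chromosome 6, 40471352 to 40484700), printed as Sspb1 in the text, had 8 interactions at 0h and 27 at 48h. Its TPM was 4.76 ± 2.55 at 0h and 1.38 ± 0.358 at 48h (SD, n = 3 each), a log2 fold change of -1.60 (standard error 0.37, adjusted p = 0.00400, limma).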

Gene promoters that gained contact with repressor marks (H3K27me3) such as *Maf1* and *Sspb1* show downregulated gene expression (Additional file 1: Fig. S5a, Additional file 1: Fig. S5b). We also investigated the additive effect of gaining new enhancer contacts on gene expression changes by quantifying the number of gained PIRs with H3K27ac or H3K4me1 peaks and evaluated the corresponding gene expression changes at 48h compared to 0h. Promoters gaining interactions with multiple PIRs with enhancer marks exhibited significantly higher gene expression changes compared to those with interactions involving only one enhancer mark (Fig. 4d), Additional file 1: Fig. S5c). Taken together, these results suggest that gene expression changes during trans-differentiation are driven in part through widespread changes in promoter interactions with functional regulatory elements.

**Fig. 4:**
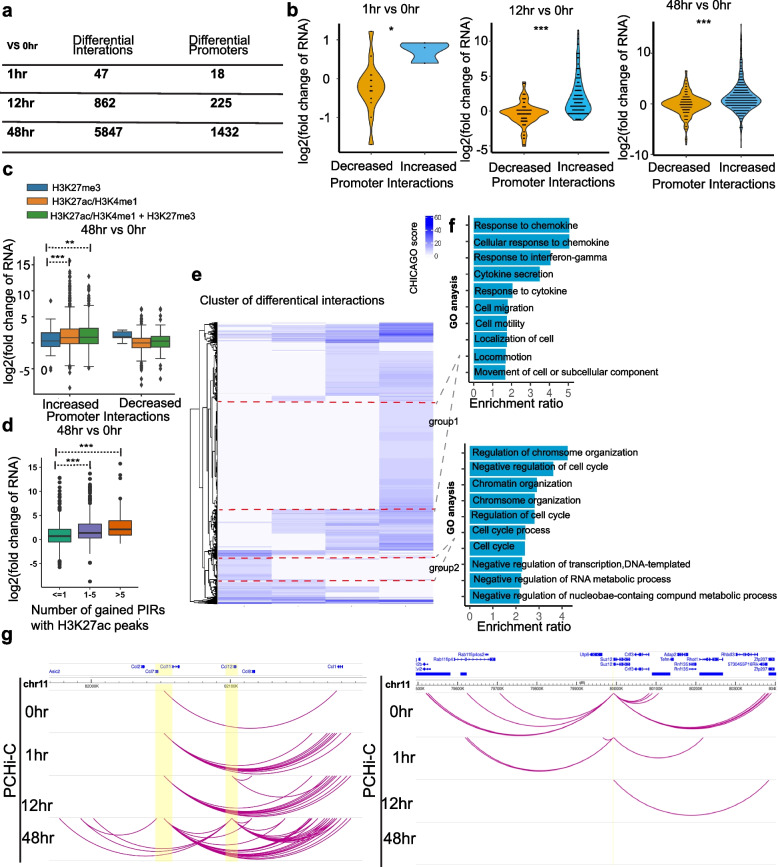
Dynamic rewiring of promoter-anchored chromatin interactions during trans-differentiation of Pre-B cells to macrophage. **a** Table shows the number of significant differential interactions when 1h, 12h, and 48h are compared to 0h time point. **b** Violin plots showing log2 fold changed expression of promoters based on alteration of their contact frequency (decreased and increased) when 1h (decreased = 15, increased = 3), 12 h (decreased = 77, increased = 143), and 48h (decreased = 313, increased = 1011) are compared to 0h time points. A two-sided Mann–Whitney *U* test is performed for the significance test. c The log2 fold change of gene expression on gene promoters significantly increased and decreased chromatin interactions (48h vs 0h) with histone modification marks. H3K27me3: promoter interacting regions (PIRs) overlap with at least one H3K27me3 peak, but do not overlap with either H3K27ac or H3K4me1. H3K27ac /H3K4me1: promoter interacting regions (PIRs) overlap with at least one either H3K27ac or H3K4me1, but do not overlap with H3K27me3. H3K27ac/H3K4me1 + H3K27me3: promoter interacting regions (PIRs) overlap with at least one either H3K27ac or H3K4me1 and overlap with H3K27me3. Increased: H3K27me3 (*n* = 74); H3K27ac/H3K4me1 (*n* = 668); H3K27ac/H3K4me1 + H3K27me3: (*n* = 299); decreased: H3K27me3 (*n* = 5); H3K27ac/H3K4me1 (*n* = 269); H3K27ac/H3K4me1 + H3K27me3 (*n* = 66). The unpaired two-sided *t*-test was performed to test significant differences between groups. The unpaired two-sided *t*-test was performed to test significant differences between groups. d Log2 fold change of gene expression based on the number of H3K27ac peaks on the increased PIRs (48h vs 0h). The number of histone mark peaks is classified into three groups. ≤ 1: Genes that gain chromatin interactions with less than one histone mark peaks (*n* = 469). 1–5: Genes that gain chromatin interactions with one to five histone mark peaks (*n* = 229). > 5: Genes that gain chromatin interactions with greater than five histone mark peaks (*n* = 44). The unpaired two-sided *t*-test was performed to test significant differences between groups. e Heatmap shows 5640 significantly different interactions clustered based on the Euclidean distance for interaction score (CHICAGO score greater than 5 in at least one of the groups). Group 1 is 48-h specific interactions (*n* = 2169). Group 2 is 0-h specific interactions (*n* = 395). f Enriched GO term for genes in Group 1 and Group 2. Top panel—GO terms for genes (*n* = 1190) involved in 48h specific interactions; lower panel—GO term for genes (*n* = 656) involved in 0h specific interactions. g Examples of significantly increased interactions at *Ccl7 *and *Ccl12 *loci (left panel) and significantly decreased interactions at *Suz12* loci (right panel) across time points

We clustered differential interactions to further investigate the dynamic rewiring of promoter interactions (Fig. 4e), Additional file 3: Table S2). The most dramatic change in differential interactions occurs between 12h and 48h. Gene ontology (GO) enrichment analysis shows that these genes are associated with macrophage-related functions, including response to chemokine, interferon-gamma, and cytokine, as well as cell migration and motility (Fig. 4f). For example, *Ccl7* and *Ccl12* gain interactions at 48h and have macrophage-related functions (Fig. 4g) [58, 59]. 

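Ccl7 (chromosome 11, 82045712 to 82047525) had 1 interaction listed at 0h, 8 at 1h, 9 at 12h and 16 at 48h. Its bait holds the start site of 1 other gene. Ccl12 (chromosome 11, 82101845 to 82103400) had none at 0h and 1h, 2 at 12h and 15 at 48h. Both genes were listed at 0 TPM in all libraries at 0h and 1h. At 48h Ccl7 was at 0.50, 1.40 and 0.56 TPM and Ccl12 at 0.27, 0.20 and 0.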

Interestingly, GO shows genes that rapidly lose interactions during trans-differentiation are involved in regulation of chromosome organization, cell cycle, and negative regulation of transcription, suggesting alterations in chromosome organization and cell cycle changes occur along with changes in gene expression (Fig. 4f). 

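Suz12 (chromosome 11, 79993106 to 80034123) had 13 interactions listed at 0h, 4 at 1h, 1 at 12h and 0 at 48h. Its TPM was 9.75 ± 0.622 at 0h, 15.2 ± 2.78 at 1h, 4.91 ± 0.179 at 12h and 2.69 ± 0.651 at 48h (SD, n = 3 each). The log2 fold change at 48h was -1.85 (standard error 0.20, adjusted p = 1.76e-05, limma with Benjamini-Hochberg adjustment). At 1h it was 0.62 (adjusted p = 0.0426, limma), which became -0.034 after median-of-ratios scaling, and it did not pass the threshold without any 1 of the 0h replicates (adjusted p from 0.0608 to 0.114, limma; from 0.0259 to 0.959 over 13 alternatives).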

*Suz12* is an example of a gene that progressively loses interactions after induction (Fig. 4g). We identified gene promoters that lost interactions at 48h, and GO analysis shows enrichment of genes involved in type I interferon production and B cell activation (Additional file 1: Fig. S6a). 

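The bait of Pax5 (chromosome 4, 44708778 to 44717025) had 37 interactions listed at 0h, 15 at 1h, 14 at 12h and 27 at 48h, and 24 of those at 0h were listed at 48h. Clcf1 (chromosome 19, 4214238 to 4223490) had 47, 40, 22 and 17 on 2 baits that also hold 2 other genes. Its TPM was 2.39 ± 1.03 at 0h and 0.927 ± 0.582 at 48h (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.44, adjusted p = 0.0283, limma with Benjamini-Hochberg adjustment) that did not pass the threshold after median-of-ratios scaling (-0.98, adjusted p = 0.0627, limma; from 0.00672 to 0.168 over 16 alternatives). Without 0h replicate 1 it was -1.04 (adjusted p = 0.112), without 0h replicate 3 -1.31 (adjusted p = 0.0747) and without 48h replicate 2 -1.22 (adjusted p = 0.0895, limma). Without 48h replicate 1 it was -1.02 and did not pass either.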

Some examples of Pre-B cell-specific genes are *Pax5* and *Clcf1* (Additional file 1: Fig. S6b). These results indicate that gained and lost promoter-anchored interactions are a major contributor to cell fate transition.

### C/EBPα binds to interacting regions and modulates gene expression during Pre-B cell trans-differentiation

The C/EBPα transcription factor is a master regulator of macrophage identity [33]. We investigated how C/EBPα binding to interacting regions affects transcriptional changes. We identified 23,434 C/EBPα binding peaks 1h after induction, and a gradual decrease at 12h and 48h (Additional file 1: Fig. S7a). At 0h, C/EBPα binds only to ~ 4% of significant interactions (either promoters or PIRs). After induction, C/EBPα binds to ~ 29% of significant interactions at 1h,  ~ 18% at 12h, and ~ 13% at 48h (Fig. 5a). We observed that PIRs have a significantly higher level of C/EBPα occupancy compared to random DNA controls (Fig. 5b). To investigate the association between differential C/EBPα binding and gene expression, we identified time-point unique and common C/EBPα binding sites at 1h, 12h, and 48h, compared to 0h (Additional file 1: Fig. S5b). We analyzed the expression fold change of genes with differential C/EBPα occupancy at their promoters. At 1h, 12h, and 48h post-C/EBPα induction, C/EBPα-occupied DEG promoters showed significantly increased expression (Fig. 5c). At 12h and 48h, increased C/EBPα occupancy at PIRs also correspond to increased expression levels of the DEGs they contact (Fig. 5d). For example, *Btg1* located on chr10, involved in cell growth and differentiation [60, 61], gradually gains contacts both upstream and downstream as trans-differentiation progresses (Fig. 5e). 

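Btg1 (chromosome 10, 96617006 to 96622809, GRCm38) had 15 interactions listed at 0h, 13 at 1h, 21 at 12h and 59 at 48h, and 14 of those at 0h were also listed at 48h. Its TPM was 2.56 ± 0.726 at 0h, 4.42 ± 1.34 at 1h, 10.7 ± 2.82 at 12h and 26.1 ± 7.09 at 48h (SD, n = 3 each). The log2 fold change was 2.03 at 12h (standard error 0.30, adjusted p = 0.000379, limma). After median-of-ratios scaling it was 1.70, no longer beyond the cut of 2 for DEGs. At 48h, where the log2 fold change stayed between 2.92 and 3.72 over 16 alternatives, its adjusted p was 3.56e-06 (limma with Benjamini-Hochberg adjustment).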

Several gained PIRs over a 490-kb region upstream of the *Btg1 *promoter show increased C/EBPα binding and gain of H3K27ac (Fig. 5e). The *Btg1* promoter itself is not occupied by C/EBPα, suggesting that the several C/EBPα-dependent enhancers in the region modulate *Btg1* expression through interaction with the *Btg1* promoter. Taken together, these results show numerous direct targets of C/EBPα binding to promoters and PIRs of differentially expressed genes, suggesting that changes in promoter interaction loops are a major driver of gene expression changes during Pre-B trans differentiation into macrophages.

**Fig. 5:**
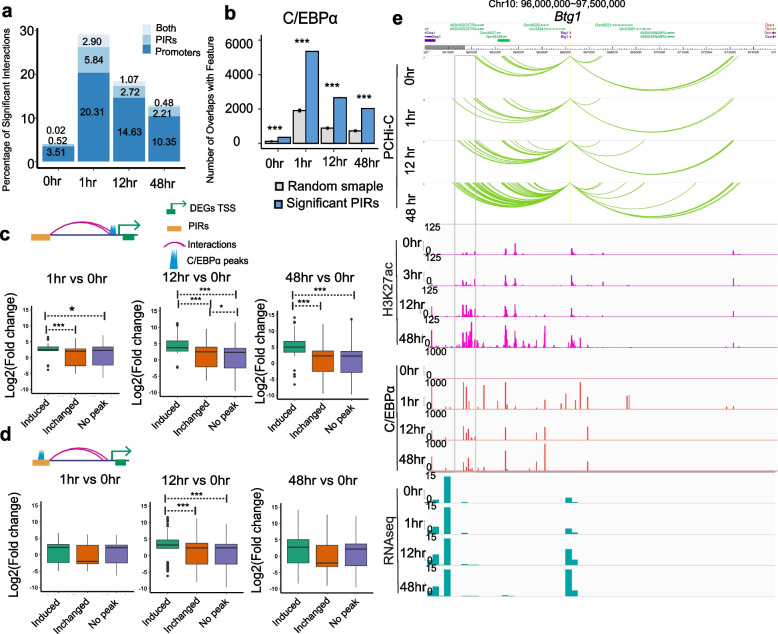
C/EBPα binds to promoters and PIRs and modulates gene expression during Pre-B cell trans-differentiation. **a** Percentage of significant interactions that overlap with C/EBPα binding peaks. Both: Percentage of significant interactions bound by C/EBPα at both promoter and PIRs anchors; PIRs: Percentage of significant interactions bound by C/EBPα only at PIRs anchors; Promoters: Percentage of significant interactions bound by C/EBPα only at Promoter anchors. **b** Overlap of C/EBPα peaks with significant PIRs versus randomly shuffled distance-matched fragments (control) for cells at different time points. The gray bar represents the number of overlaps across 100 sets of randomly shuffled distance-matched PIRs (control) with 95% confidence interval for the means plotted. The chi-squared test is performed for the significance test. **c**, **d** Box and whisker plots show DEGs expression between 0h and other time points based on differential C/EBPα binding at (**c**) promoters or (**d**) promoter interaction regions. *Induced*: Additional time specific C/EBPα binding at promoters or PIRs. *Unchange:* Stable C/EBPα binding at promoters or PIRs. *No peak:* no C/EBPα binding at promoters or promoter interaction regions. Promoter: 1h vs 0h, Induced (*n* = 52), Unchanged (*n* = 70), No peaks (*n* = 283). 12h vs 0h, Induced (*n* = 89), Unchanged (*n* = 172), No peak (*n* = 1168). 48h vs 0h, Induced (*n* = 94), Unchanged (*n* = 286), No peak (*n* = 2592). PIRs: 1h vs 0h, Induced (*n* = 76), Unchanged (*n* = 72), No peaks (*n* = 77). 12h vs 0h, Induced (*n* = 152), Unchanged (*n* = 262), No peak (*n* = 428). 48h vs 0h, Induced (*n* = 251), Unchanged (*n* = 427), No peak (*n* = 1067). The box plot represents 25 and 75 percentiles with the median. A two-sided Mann–Whitney *U* test is performed for the significance test. **e** *Btg1* region that shows promoter interaction changes accompanied by H3K27ac (pink) and C/EBPα ChiP-seq peaks (red) at interacting regions, along with gene expression (green). The gray box shows gained PIRs of the Btg1 promoter with increased C/EBPα binding and gain of H3K27ac

## Discussion

Consistent with previous studies [34, 35], we observed efficient trans-differentiation of the C/EBPαER-expressing B cell line C10, providing us with a robust and reproducible system to investigate transcription factors driven chromosome reorganization during direct reprogramming from Pre-B cells to macrophages. Nuclear translocation of C/EBPα in Pre-B cells results in differential expression of thousands of genes. Transcription of B-cell-related genes is switched off and genes associated with macrophage functions and identity are switched on over the 48h period tested. We show that C/EBPα binding to thousands of sites including promoters and PIRs results in a rapid, significant change in the promoter interactome, with C/EBPα binding to 30% of significant promoter interactions genome-wide within 1h of induction. Genes with induced C/EBPα binding to their promoters are the first to respond showing significantly increased expression within 1h of induction. Genes whose promoters gain interactions with distal C/EBPα binding sites show delayed induction showing significantly increased expression at 12h. Our data also suggest widespread indirect effects of C/EBPα at other DEGs are associated with changes in enhancer-promoter interactions.

Altered gene expression during C/EBPα-induced trans-differentiation could not be explained by widespread changes in TAD or A/B compartment organization. We observed very high conservation of TAD boundary locations genome-wide with only a small percentage that shift location in association with the cell fate transition. Similarly, although some genes associated with macrophage functions, such as Gbp9 and Gbp4, switch from the B compartment to the A compartment during trans-differentiation, the vast majority of DEGs (94%) did not change compartment status over the 48h period. A recent study that used C/EBPα to trans-differentiate a human B cell line to macrophage also shows conservation of TAD boundaries, and observed only a small percentage of dynamic compartments associated with gene expression changes [62]. It is important to point out that these cells retain macrophage morphology, functions, and gene expression even after removal of estradiol indicating a stable change of cell fate [34, 63].

Our results suggest that the rewiring of promoter-anchored interactions plays a major role in controlling differential gene expression and cell fate transition compared to the relatively minor role played by changes in higher-order organization of TADs and A/B compartments. We show that PIRs are significantly enriched in histone modifications associated with gene regulatory activity. Genes whose promoters are contacted by PIRs with the active enhancer mark, H3K27ac, are highly expressed, while promoters contacted by the repressive H3K27me3 modification are not. Thus, transcription factor-mediated differential loop formation between promoters and their distal regulatory elements is the major driver of the cell-type-specific, promoter interactomes [50] and is the likely basis for tissue-specific gene expression profiles.

## Conclusions

Our integrated analyses of gene expression, histone modifications, transcription factor binding, and various levels of three-dimensional chromosome conformation during trans-differentiation have revealed that widespread changes in gene expression that characterize the transition from a Pre-B cell to a macrophage phenotype involve surprisingly few changes in TAD structure or A/B compartment status. Instead, we found reorganization of thousands of promoter-anchored loops, in conjunction with transcription factor binding and histone modification dynamics, occurring at thousands of differentially expressed genes suggesting that changes in chromatin interactions at the sub-TAD level are a major mechanism of differential regulation of gene expression that drives cell state transitions.

## Methods

### Cell culture, reprogramming induction, and flow cytometry

C10 cells were cultured in RPMI 1640 (ThermoFisher, 11875–093) medium supplemented with 10% heat-inactivated FBS (ThermoFisher, A3840202), 1% Penicillin–Streptomycin (ThermoFisher, 15140122), and 50 μM 2-Mercaptoethanol (ThermoFisher, 31350010). For C10 cells trans-differentiating into macrophages, 5.0 × 10^6^ C10 cells were plated in 10-cm cell culture dishes, followed by adding100 nM of β-estradiol (Sigma, E2758-250MG), 10 nM IL-3 (PEPRO TECH, 213–13), and CSF-1 (PEPRO TECH, 315–02). The cell culture medium was replenished every 24h. The Pre-B cell trans-differentiation efficiency was measured by flow cytometry analysis and qPCR gene expression analysis of Pre-B cell-specific genes and macrophage-specific genes. For flow cytometry analysis, C10 cells at various differentiation stages were stained using PE anti-mouse/human CD11b (BioLegend, 101208) antibody and APC anti-mouse CD19 antibody (BioLegend, 152410). The percentage of Pre-B cells and macrophage population was analyzed on FACSCanto II analyzer (BD Biosciences). Flow cytometry data was analyzed by FlowJo (TreeStar, Inc) software. PE Rat IgG2b (BioLegend, 400508) and APC Rat IgG2a (BioLegend, 400511) antibodies were used as isotype controls to exclude the background fluorescence.

### Western blot and immunofluorescence staining

For western blots, cells were lysed by CelLytic buffer (Millipore Sigma, C3228). The protein concentration was quantified by the Micro-BCA assay reagent (ThermoFisher Scientific, 23235). A 10 μg protein from each sample was loaded into 4–12% SDS–polyacrylamide (ThermoFisher Scientific, NP0321Box) for electrophoresis. The following antibodies were used for Western blot experiments: Anti-C/EBPα (Santa Cruz Biotechnology, AF2018), Anti-H3 (Cell Signaling Technology, 9715S), Anti-β-Tubulin (Cell Signaling Technology, 2128S). For immunofluorescence, C10 cells were first fixed in 4% PFA for 5 min, washed using cold PBS twice, followed by attaching cells to fibronectin and pre-coating the glass slides. Next, the cells were treated using blocking buffer (5% normal goat serum and 0.3% Triton X-100 in 1X PBS) for an hour at room temperature, followed by primary antibody treatment overnight at 4 °C and secondary antibody treatment at room temperature for an hour. The primary and secondary antibodies were diluted in antibody dilution buffer (1% BSA and 0.3% Triton X-100 in 1X PBS), and DAPI (Sigma Millipore, D9542) was used for nuclear staining. Anti-C/EBPα (Santa Cruz Biotechnology, AF2018) and Goat anti-Mouse IgG (H + L) Alexa Fluor 488 (ThermoFisher, A-1100A) antibodies were used for immunofluorescence staining. All the immunofluorescence images were taken by LSM 710 confocal microscope (Zeiss) and processed using Zen black (Zeiss).

### RNA extraction, qPCR assay of gene expression, RNA-seq libraries preparation, and sequencing

RNA was prepared from C10 cells at various trans-differentiation stages using RNeasy mini kit (Qiagen, Cat#74104) followed by on-column DNase I treatment. Total RNA (1 μg) was used for reverse transcription to generate cDNA by using iScript™ Reverse Transcription Supermix for RT-qPCR (BioRad, Cat#1708840), followed by the real-time PCR amplification using Power SYBR Green PCR Master Mix (Thermofisher SCIENTIFIC, Catalog number 4367659). The real-time PCR was performed with QuantStudio 7 Flex Real-Time PCR System (Thermofisher SCIENTIFIC) for 40 cycles, 95°C for 15 sec, and 60°C for 1 min. Gene expression was normalized to the housekeeping gene *Gapdh* using the 2^−ΔΔCT^ method.

For RNA-seq libraries preparation, 1μg of total RNA (RIN > 7) was used for rRNA depletion by using NEB rRNA Depletion Kit (E6310). Next, the NEBNext® Ultra™ II RNA Library Prep Kit for Illumina (E7770S) and NEBNext NEBNext® Multiplex Oligos for Illumina® (E7335) were used for library construction. RNA-seq library concentration was quantified by using the TapeStation and KAPA Library QANT Kit (Roche, 07960336001), followed by single-end (1 × 100bp) sequencing on the Novaseq S2 flow cell. The sequencing depth is described in Additional file 2: Table S1.

### Hi-C library and Promoter Capture Hi-C (PCHi-C) library preparation, sequencing

Hi-C and Promoter Capture Hi-C (PCHi-C) library preparation was described in our previous publication with minor modifications [20]. Ten million cells were used for each Hi-C library preparation. Briefly, we fixed cells using 2% formaldehyde for 10 min, followed by quenching in 0.125 M glycine for 5 min on ice. The fixed cells were washed twice in cold PBS and centrifuged at 760* g* for 5 min at 4°C. Next, the cells were lysed in 20 mL cold lysis buffer (10 mM Tris–HCl pH 8, 0.2% IGEPAL CA-630, 10 mM NaCl, and one tablet protease inhibitor cocktail) on ice for 30 min, followed by centrifuging at 760* g* for 5 min to remove the supernatant. The pellet was washed in 1.25X NEB buffer2 (NEB, B7002S) and resuspended in 358 μL 1.25X NEB buffer2, followed by adding 11 μL of 10% SDS and incubating at 37 °C with shaking at 950 rpm for 30 min. Lastly, the SDS was quenched by adding 75μL of 10% Triton X-100 and incubating at 37 °C for 15 min with shaking. To digest chromatin using HindIII restriction enzyme, we added 12 μL of 100 U/μL HindIII (NEB, R0104M) to each reaction, followed by shaking at 37 °C and 950 rpm overnight, followed by adding 5 μL of 100 U/μL HindIII (500 units in total) per reaction at 37 °C for 2 h on the following morning. To repair the digested overhangs, we added 6.1 μL 10X NEB buffer2, 25 μL molecular-grade water, 15.3 μL of 1 mM biotin-14-dATP (Jena Bioscience, NU-835-Bio14-L), 1.56 μL of 10 mM dCTP, 1.56 μL of 10 mM dGTP, 1.56 μL of 10 mM dTTP, and 10.2 μL of 5U/μL DNA polymerase I, Large (Klenow) Fragment (NEB, M0210L) and incubated the reaction at 37 °C for 1 h. In-nucleus ligation mix was prepared by adding 102μL 10X T4 DNA ligase buffer, 10.2 μL BSA (NEB, B9000S), 350.9 μL molecular-grade water, and 25.5 μL 1U/ μL T4 DNA ligase (ThermoFisher Scientific, 15224017), followed by incubation at 16 °C for 4 h in a thermomixer (shaking at 700 rpm for 5 s in every 2 min). Next, the nuclei were pelleted at 2500* g* for 5 min and resuspended in 300μL cross-link reversal buffer (10 mM Tris–HCl, 0.5 M NaCl, 1% SDS), followed by adding 5 μL 10 mg/ml RNase A (ThermoFisher Scientific, EN0531) at 37 °C for 30 min and 20 μL of 20 mg/ml Proteinase K (Gold Bio, P-480-SL2) at 55 °C for 1 h and 68 °C overnight. The genomic DNA was extracted using cold ethanol and sodium acetate (pH 5.2) and resuspended in 130μL of 10 mM Tris–HCl. DNA was transferred to a microTUBE AFA fiber Pre-Slit Snap-Cap (Covaris, 520045) and fragmented using a ME220 Covaris sonicator (Peak Incident Power 50W, Duty Factor 20%, Cycles per Burst 200, Treatment time 80 s). The sonicated DNA was transferred to a 1.5-ml tube, and the total volume was brought to 200 μL by adding 70 μL of molecular-grade water. DNA size was double size selected using AMPure XP beads (BECKMAN COULTER, A63881). First, 120 μL of beads were added to each reaction (ratio of AMPure beads to DNA: 0.6 to 1) and incubated for 5 min. The clear supernatant was transferred to a fresh tube through a magnetic separation stand. Next, 30 μl of fresh AMPure XP beads were added to the clear supernatant and incubated for 5 min at room temperature. Beads were separated on a magnetic separation stand and washed twice using 800 μL of 70% ethanol and dried at 37 °C, followed by eluting DNA in 300 μL 1X Tris buffer. DNA was used for library preparation with a normal size distribution between 300 and 500 bp and was visualized by TapeStation.

Procedures for Biotin/Streptavidin pull-down of the Hi-C ligation products, end repair, removal of biotin at the non-ligated DNA ends, adaptors ligation, Hi-C libraries amplification, and Hi-C size selection were described in our recent publication [64]. The Hi-C library size distribution was evaluated by using TapeStation, and the Hi-C library concentration was estimated by using the Qubit 4 Fluorometer and KAPA Library QANT Kit (Roche, E7770S). Procedures and baited capture system design for Promoter Capture Hi-C libraries preparation were described in our previous publication [19, 20]. 39,021 biotinylated RNA bait target 22,225 annotated gene promoters that include protein-coding, non-coding(lincRNA), antisense, snRNA, miRNA, or snoRNA. Two unique 120 bp capture probes were designed close to the ends of each restriction fragment (one to each end) containing a transcription start site. In rare instances, a unique sequence could not be found for one end, or even more rare, for both ends. For each reaction, 500 ng of dried Hi-C DNA was used for library preparation. SureSelectXT Custom 3–5.9 Mb (Agilent, 5190–4831) and SSEL TE Reagent Kit, ILM PE FULL Adaptor (Agilent, 931108) were used for enriching the Hi-C fragment that is associated with promoters. The procedures for Promoter Capture Hi-C libraries amplification were described in detail in our recent publication [64]. The Promoter Capture Hi-C library size distribution was evaluated by using TapeStation, and the library concentration was quantified by using the Qubit 4 Fluorometer and KAPA Library QANT Kit (Roche, E7770S). Hi-C and Promoter Capture Hi-C libraries were paired-end sequenced (2 × 50 bp) on Novaseq S2 flow cells. The sequencing depth is described in Additional file 1: Table S1.

### RNA-seq data processing

RNA-seq libraries were prepared for each time point. We included three biological and four technical replicates for each time point. Technical replicates were merged, and Trim Galore (0.6.2) pipeline was used to remove adapters and short reads from the data (https://github.com/FelixKrueger/TrimGalore). FastQC program was used to check the quality of the data (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmed reads were mapped to mouse reference genome (mm10) using Hisat2 (2.1.0) with default parameters [65]. Samtools (1.10) were used to convert the sam files to bam files [66]. GTF file (GRCm38.96) was used to annotate the mapped reads using featureCounts tool [67]. Exon was chosen as the feature gene type with a default minimum overlap of 1 bp. The genes with the sum of read number in all samples less than 2 were removed from further analysis. Differentially expressed genes (DEGs) were identified using R package DEseq2 by keeping filtering thresholds of Padj < 0.05 and fold change > 2 [68]. Sample distances were assessed and visualized by the principal components analysis (PCA) function in R. TPM (transcripts per million) values of each gene were obtained using RSEM [69]. Fuzzy c-means clustering was performed on DEGs using R [70]. GO analysis was performed on WebGestalt toolkit with “over-representation analysis” as the method of interest and “biological process” as the functional database [71]. SNPsplit was used to analyze the expression of the rat Cebpa transgene and endogenous mouse Cebpa gene [72].

### Hi-C data analysis

Hi-C data were processed using HiCUP (v0.7.2) pipeline [73] with mm10 as the reference genome. Hi-C interaction matrices’ reproducibility of the biological replicates was assessed by Hi-CRep (v1.8.0) using the stratum-adjusted correlation coefficient method [74]. Hi-CUP bam files were converted to Hi-C files using Hi-Cup2homer and tagDir2Hi-CFile.pl script in HiCUP and Homer package(http://homer.ucsd.edu/homer/). JuiceBox was used to visualize Hi-C matrix heatmap and TAD structure [75]. Homer package was used to call the A/B compartment at 50-kb resolution [76]. The correlation coefficient of PC1 value was calculated to assess the reproducibility of biological replicates. A/B compartment switches were estimated based on PC1 values. To calculate the correlation between DEGs and A/B compartment switch, A/B switch was classified into four categories: A to B, B to A, A stable, and B stable. DEGs were assigned to each category based on overlap between the start coordinates of DEGs and compartment bin. The A/B compartment was visualized using Integrative Genomics Viewer (IGV) [77]. Hi-C files were converted to h5 format at 50-kb resolution, and KR correction was performed using Hi-CExplorer (v3.3) tool [78]. TADs and TAD boundaries were defined by Hi-CExplorer at 50-kb resolution with parameters (*Hi-CFindTADs –correctForMultipleTesting fdr –thresholdComparisons 0.01 –delta 0.01*) [78].

### PCHi-C interaction analysis

PCHi-C mouse raw reads were processed by the HiCUP pipeline and were mapped to mm10 genome [73]. Hi-CRep was applied to assess the PCHi-C interaction matrices’ reproducibility of the biological replicates [74]. CHICAGO (v1.12.0) pipeline was used to call the significant interactions with CHiCAGO score cut-off 5 [79]. PCHi-C contacts were visualized using WashU Browser (https://epigenomegateway.wustl.edu/) [80]. To estimate the correlation between gene expression and the PCHi-C interactions, the expression level was classified into 4 categories: TPM = 0, TPM = 0–1, TPM = 1–5, and TPM > 5. The enrichment of markers (H3K27ac, H3K4me1, p300, and H3K27me3) on promoter interacting regions (PIRs) was tested by shuffling the distance-matched fragments around the genome as control (*peakEnrichemnt4Features* function in CHICAGO) [79].

BEDTools (v2.26.0) “intersect” function was used to find PIR regions that overlap with H3K27ac peaks or H3K27me3 [81]. To investigate the association between promoter expression level and its PIRs, promoters were categorized into four groups based on whether at least one PIR overlapped with H3K27ac or H3K27me3 peaks and compared the TPM values of the respective promoters. The contacts showing significant changes at different time points were identified by running Chicdiff (v0.5) package with default setting [57]. When assessing the association between alteration of interactions and regulation of gene expression, promoters were divided into two groups based on whether their contact frequency significantly increased or significantly decreased. Pheatmap function in R was used to cluster differential interactions with a score greater than or equal to 5 in at least one time point based on the Euclidean distance for CHICAGO scores across all time points [70].

### ChIP-seq data analysis

ChIP-seq data C/EBPα along with histone modification ChIP data were downloaded from GEO [37]. Raw reads were mapped end-to-end to the mm10 reference genome using Bowtie2 [82]. SAM format files were converted to BAM format and were sorted by Samtools [66]. The *findPeaks* function of HOMER package was used to call histone modification peaks by setting peak size 1000 bp and the remaining parameters were set to the default values [76]. Peak calling for C/EBPα data was performed using MACS2 (v2.1.1) (minimum FDR cutoff 0.01) [83]. To visualize the peak, peak files were loaded to IGV [77]. The enrichment analysis of C/EBPα binding peaks on PIRs was performed by running CHICAGO *peakEnrichmen4Features* [79]. Further, to quantitatively compare differential binding sites of C/EBPα at different time points after induction, MAnorm (v1.3.0) package was used with default settings [84].* p*-value < 0.05 and fold change > 1.5 were used as threshold to identify induced C/EBPα binding sites. TSS of all genes were downloaded from Ensembl biomart (v100) [85]. Bedtools intersect was used to find at least 1-bp overlap between differential C/EBPα binding sites and TSSs (a total of 2–1 kb upstream and 1 kb downstream of TSS) or PIRs [81].

### Statistical analysis

Unpaired *t*-test, Mann–Whitney *U* statistical test, and chi-squared test were performed using GraphPad Prism 8 and R. *p*-value < 0.05 was considered as significant unless specified and indicated as * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001.

### Supplementary Information

**Additional file 1:** **Fig. S1.** Transcriptional profile changes during Pre-B transdifferentiation. **a** Principal component analysis (PCA) RNAseq of each replicate from different time points. **b** SNPsplit identifies the percentage of total RNA reads that align to Cebpa gene region that contain Mus musculus specific SNP (mouse specific), Rat specific SNP (Rat specific), regions that do not contain any SNP (Unassignable), conflicting SNP information (Conflicting). **c **Volcano plots show upregulated and downregulated differentially expressed genes (DEGs).** d **GO ontology 5 Fuzzy c-means clusters of DEGs **e **qPCR analysis of Pre-B cell and macrophage marker gene expression during Pre-B cell trans-differentiation.** f **Gene expression level (TPM) of Pre-B cell-specific genes (*Blnk, Cd19, Cd79a, Cd79b, Vpreb1, Vpreb2, Vpreb3*), and macrophage-specific genes (*Ccl6, Ctsc, Mmp8, Msr1*) during Pre-B trans-differentiation. **Fig. S2.** Hi-C data analysis. **a**HiCUP pipeline analysis HiC and PCHi-C data, including the following three categories: *Cis* < 10Kbp, *Cis* > 10Kbp, and *trans*-interactions across four-time points. **b** Heatmaps show Hi-C matrix at 100kb and 25 kb resolution. **Fig. S3.** Altered TAD and A/B compartment during Pre-B transdifferentiation. **a** Number of TADs and size distribution at each time point. **b **GO enrichment analysis of genes changed TAD boundaries from 0h to 48h. **c** Pearson correlation coefficient of PC1 values (50kb resolution) of the entire genome. **d **Gene expression level (TPM) in the A and B compartments at four different time points. A two-sided unpaired t-test was performed for the significance test. **e**Percentage of compartment change for DEGs (differentially expressed genes)**. ** **f **Log2 fold change of gene expression in dynamic compartments. stable (*n*= 19157), A to B (*n*= 450), and B to A (*n*= 474). **g **Gene ontology analysis of 2105 genes at 48h that switch from A to B and 1552 genes at 48h that switch from B to A. A two-sided unpaired t-test was performed for the significance test. **Fig. S4. **PCHi-C data analysis.** a** HiCUP pipeline analysis of PCHi-C data: *Cis* <10Kbp, *Cis* >10Kbp, and *trans*-interactions across four-time points. **b **Proportion of promoter-promoter (P-P) and promoter-other interactions (P-O) interactions as deduced from PCHi-C. **c **Expression values (log2(TPM+1)) of genes/promoters classified into 4 groups (at least one PIR overlaps with histone markers). H3K27ac: interaction between gene/promoter and PIRs only with H3K27ac marks. 0h (*n*=4829); 1h (*n*=5710);12h (*n*=5257); 48h (5735). H3K27Ac+H3K27me3: interaction between gene/promoter and PIRs with both H3K27ac and H3K27me3 marks. 0h (*n*=8075); 1h (*n*=7044); 12h (*n*=7926); 48h (*n*= 7727). H3K27me3: interaction between gene/promoter and PIRs only with H3K27me3. 0h (*n*=2757);1h (*n*=2286); 12h (*n*= 2545); 48h (*n*=2165). No marks: interaction between gene/promoter and PIRs without any histone modification. 0h (*n*=3667), 1h (*n*=4805); 12h (*n*=4403); 48h (*n*= 4291). The box plot represents 25 and 75 percentiles with the median. An unpaired two-sided t test is performed for the significance test. **d **Boxplot shows gene expression values (log2(TPM +1)) of promoters that do not contact any PIRs with H3K27ac categorized into four groups according to the number of PIRs marked by H3K27me3 at four different time points.  0: Promoters without any PIRs marked by H3K27me3. 0h (*n*=2551), 1h (*n*=2991); 12h (*n*=2711); 48h (*n*=2682).  1: Promoters with only one PIR marked by H3K27me3 0h (*n*=1247), 1h (*n*=1100); 12h (*n*=1188); 48h (*n*= 955). 1-5: Promoters with one to five PIRs marked by H3K27me3. 0h (*n*=749), 1h (*n*=672); 12h (*n*=697); 48h (*n*=567).  >5: Promoters with more than five PIRs marked by H3K27me3. 0h (*n*=80), 1h (*n*=63); 12h (*n*=103); 48h (*n*=95).  An unpaired two-sided t-test is performed for the significance test. The box plot represents 25 and 75 percentiles with the median. **Fig. S5.** Integrated analysis of promoter interactions and epigenetic features. **a ***Maf1* and *Ssbp1 *region that shows promoter interaction changes accompanied by H3K27me3(green), H3K27ac (yellow), and H3K4me1 at interacting regions, along with gene expression TPM of *Maf1* and *Ssbp1* during Pre-B transdifferentiation. Multiple *Maf1* promoters in two HindIII digested fragments **b** Log2 fold change of gene expression based on the number of H3K4me1 peaks on the increased PIRs (48h vs 0h). The number of histone mark peaks is classified into three groups.  <=1: Genes that gain chromatin interactions with less than one histone mark peaks (*n*=360). 1-5:  Genes that gain chromatin interactions with one to five histone mark peaks (*n*=313). >5: Genes that gain chromatin interactions with greater than five histone mark peaks (*n*=69). The unpaired two-sided t-test was performed to test significant differences between groups. The box plot represents 25 and 75 percentiles with the median. **Fig. S6.** Decreased promoter interactions at 48h. **a **GO term for genes that lost promoter interactions at 48h. **b **Examples of significantly decreased B cell-specific gene promoter interactions (Pax5,and *Clcf1*) across time points. **Fig. S7.** C/EBPα ChIPseq data analysis. **a **The number of identified C/EBPα ChIP peaks at 1h, 1h, 12 h and 48h. **b **Comparison of 1h, 12,h or 48h C/EBPα ChIP peaks signal to 0h. M value represents log2 fold change of read density between two samples, and A value represents the average signal intensity. The red dots represent induced C/EBPα binding sites at 1h, 12h, and 48h time points. The blue dots represent C/EBPα binding sites at 0h. The grey dots represent unchanged C/EBPα binding sites at four time points. **Fig. S8. **Uncropped blots.

**Additional file 2:** **Table S1.**

**Additional file 3:** **Table S2.**

**Additional file 4:** **Table S3.**

## Data Availability

Histone modifications ChIP-seq data is available at GEO with accession number GSE53173 [86]. C/EBPα ChIP-seq data is available at GEO with accession number GSE53362 [87]. RNA-seq, Hi-C, and Promoter Capture Hi-C data of Pre-B cell differentiation were deposited in Gene Expression Omnibus: GSE221737 [88].

## Abbreviations

PCHi-C: Promoter capture Hi-C
TADs: Topological associated domains
ESC: Embryonic stem cell
HiChIP: Highly integrative chromatin immunoprecipitation
H3: Histone 3
PCA: Principal component analysis
DEGs: Differentially expressed genes
GO: Gene ontology

# Supplementary material for: Cellular reprogramming is driven by widespread rewiring of promoter-enhancer interactions
**Source:** BMC Biol. 2023 Nov 20;21:264. doi: 10.1186/s12915-023-01766-0
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Transcriptional profile changes during Pre-B transdifferentiation. a Principal component analysis (PCA) RNAseq of each replicate from different time points. b SNPsplit identifies the percentage of total RNA reads that align to Cebpa gene region that contain Mus musculus specific SNP (mouse specific), Rat specific SNP (Rat specific), regions that do not contain any SNP (Unassignable), conflicting SNP information (Conflicting). c Volcano plots show upregulated and downregulated differentially expressed genes (DEGs). d GO ontology 5 Fuzzy c-means clusters of DEGs e qPCR analysis of Pre-B cell and macrophage marker gene expression during Pre-B cell trans-differentiation. f Gene expression level (TPM) of Pre-B cell-specific genes (Blnk, Cd19, Cd79a, Cd79b, Vpreb1, Vpreb2, Vpreb3), and macrophage-specific genes (Ccl6, Ctsc, Mmp8, Msr1) during Pre-B trans-differentiation. Fig. S2. Hi-C data analysis. aHiCUP pipeline analysis HiC and PCHi-C data, including the following three categories: Cis < 10Kbp, Cis > 10Kbp, and trans-interactions across four-time points. b Heatmaps show Hi-C matrix at 100kb and 25 kb resolution. Fig. S3. Altered TAD and A/B compartment during Pre-B transdifferentiation. a Number of TADs and size distribution at each time point. b GO enrichment analysis of genes changed TAD boundaries from 0h to 48h. c Pearson correlation coefficient of PC1 values (50kb resolution) of the entire genome. d Gene expression level (TPM) in the A and B compartments at four different time points. A two-sided unpaired t-test was performed for the significance test. ePercentage of compartment change for DEGs (differentially expressed genes). f Log2 fold change of gene expression in dynamic compartments. stable (n= 19157), A to B (n= 450), and B to A (n= 474). g Gene ontology analysis of 2105 genes at 48h that switch from A to B and 1552 genes at 48h that switch from B to A. A two-sided unpaired t-test was performed for the significance test. Fig. S4

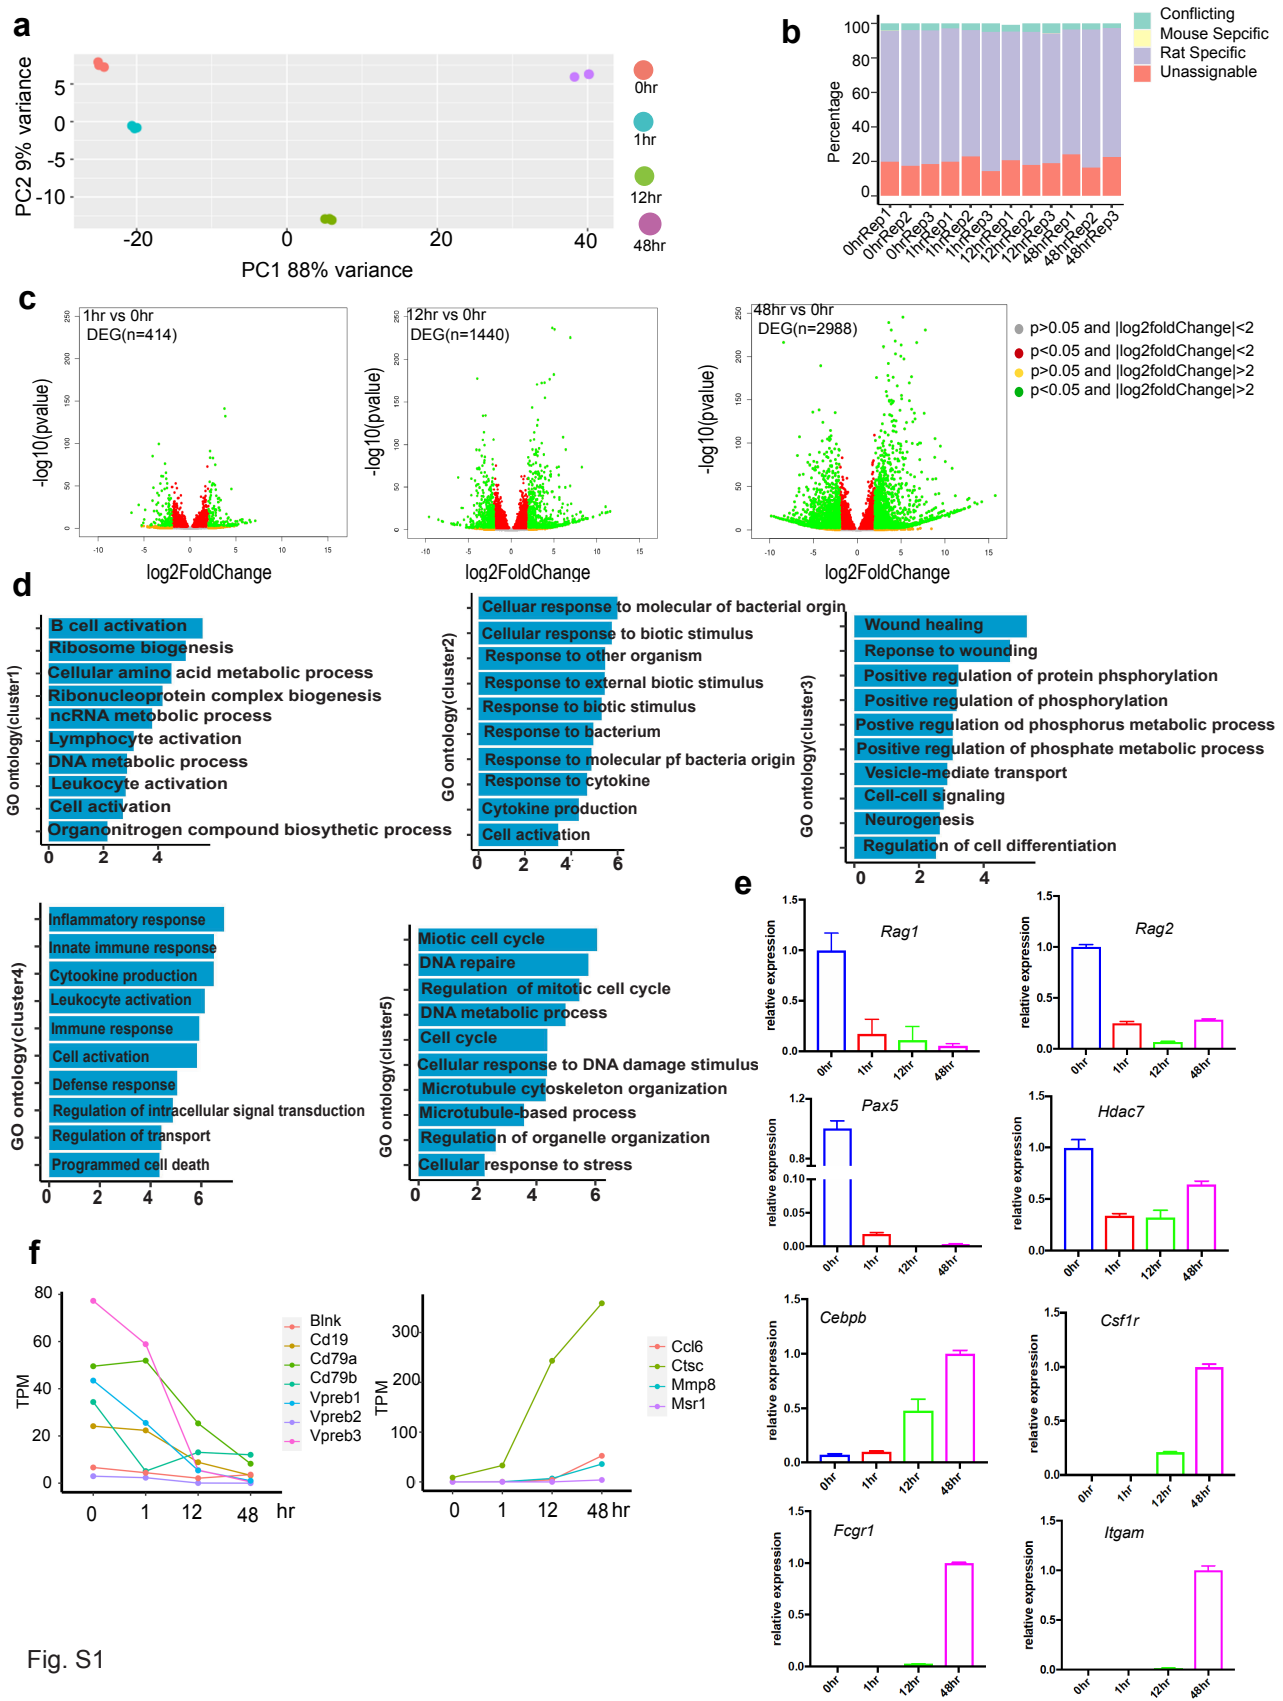

Fig. S1

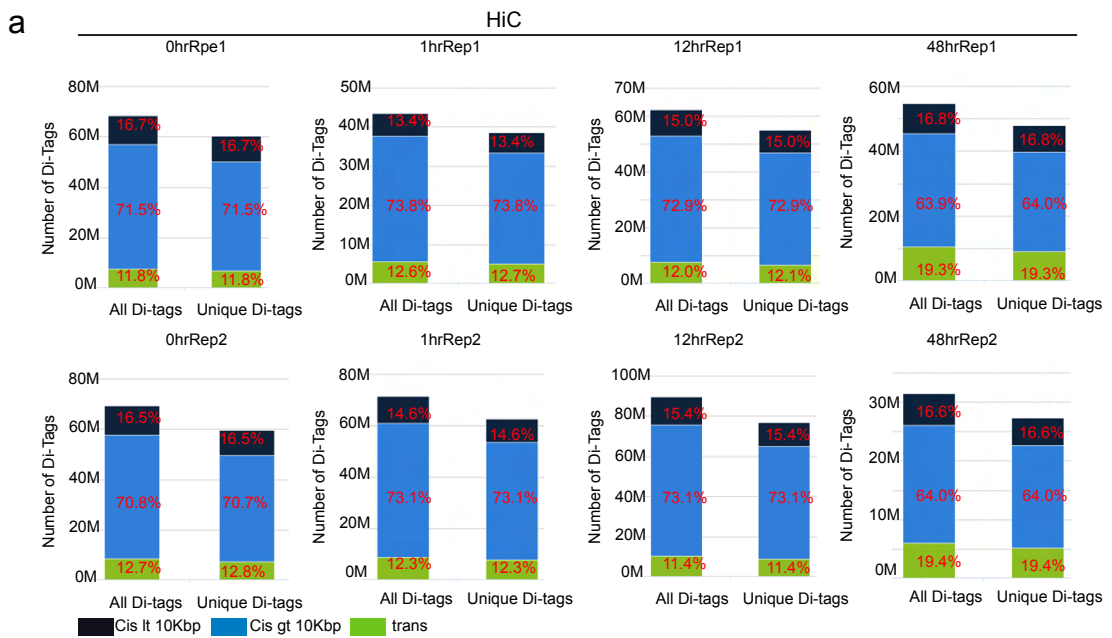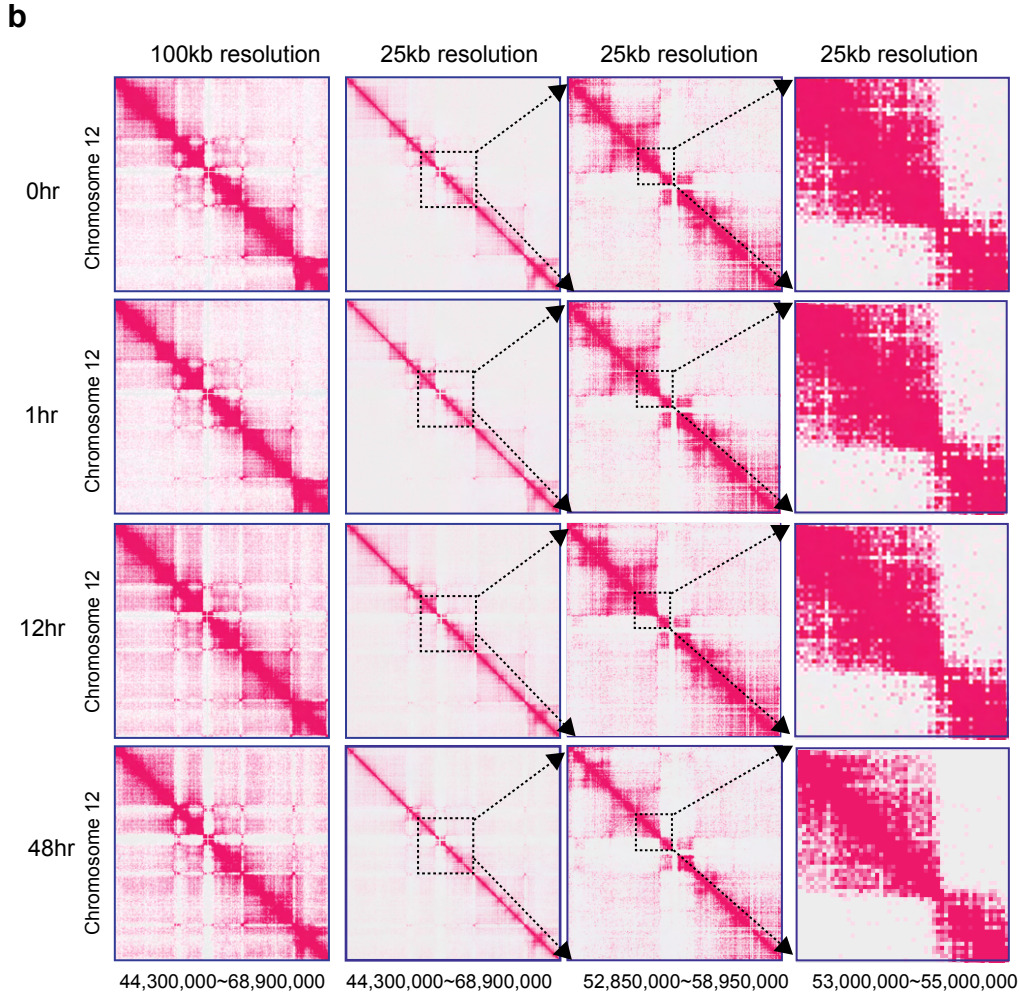

Fig. S2

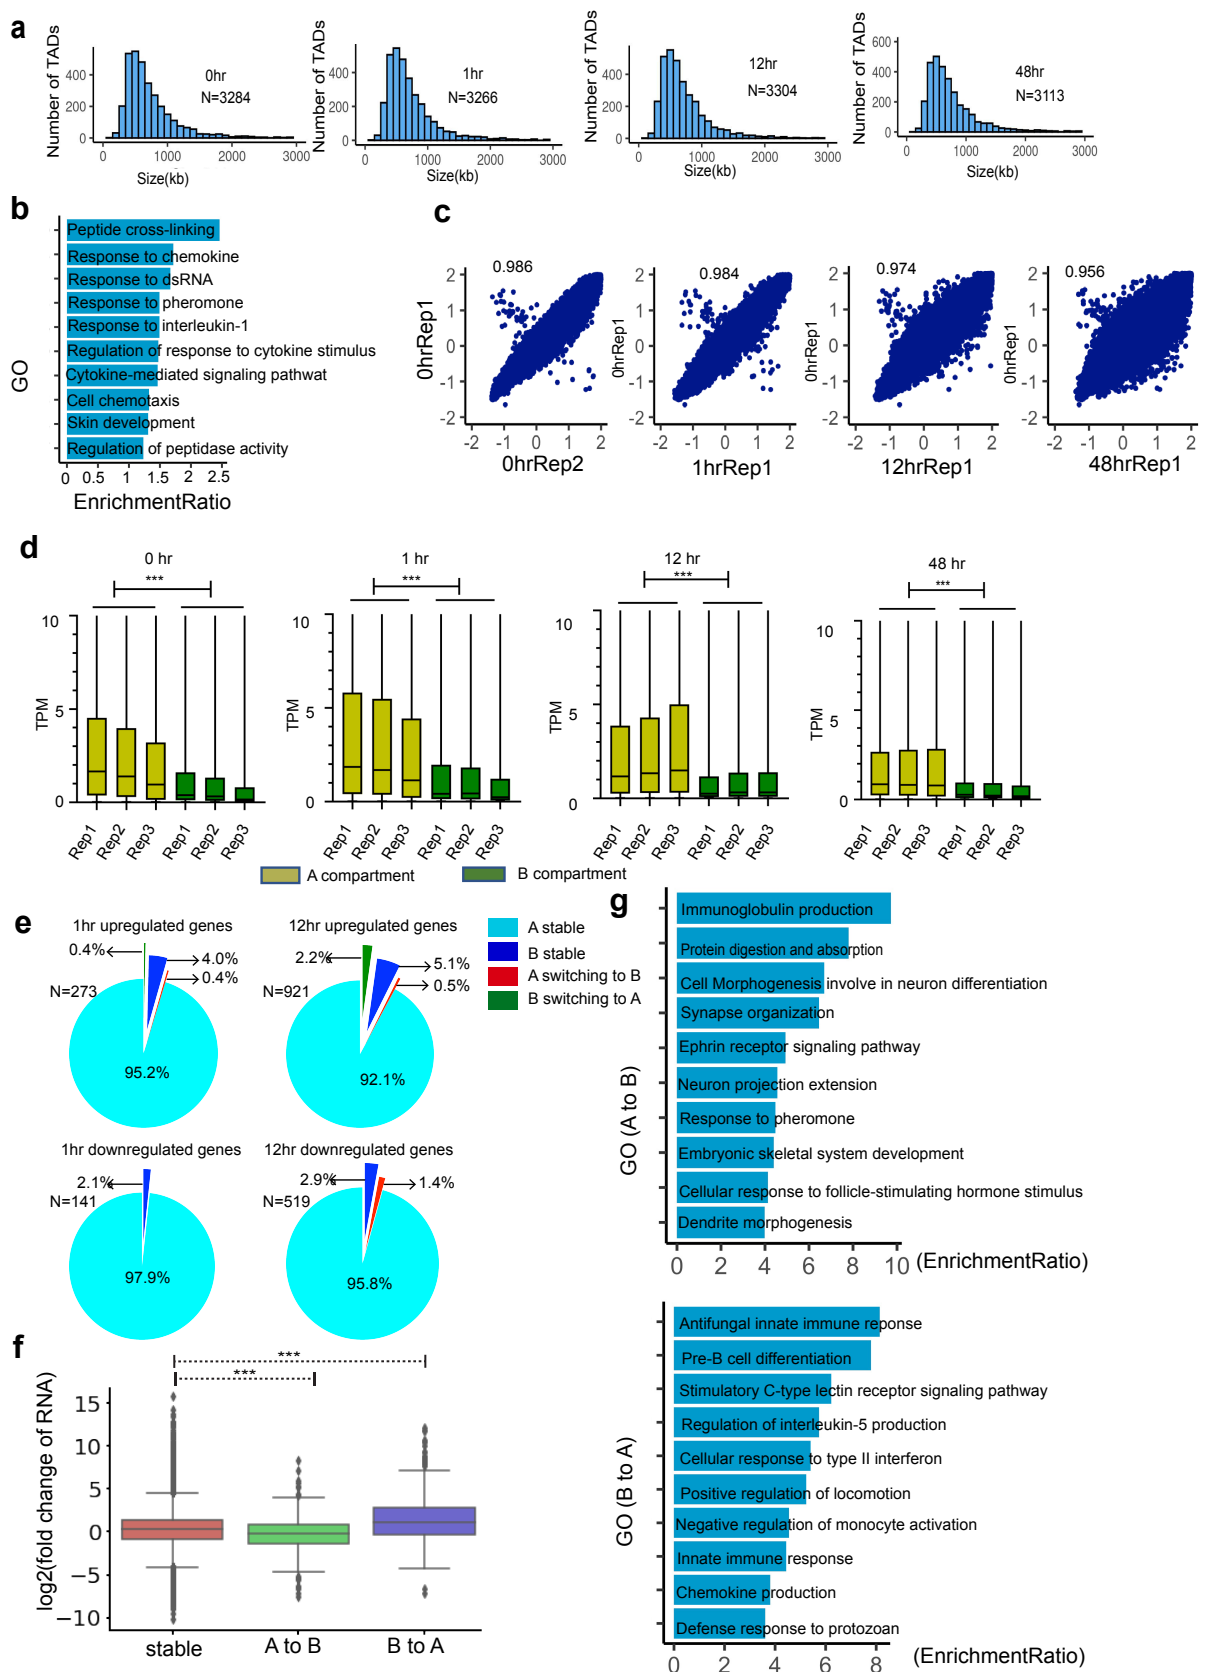

Fig. S3

**a**
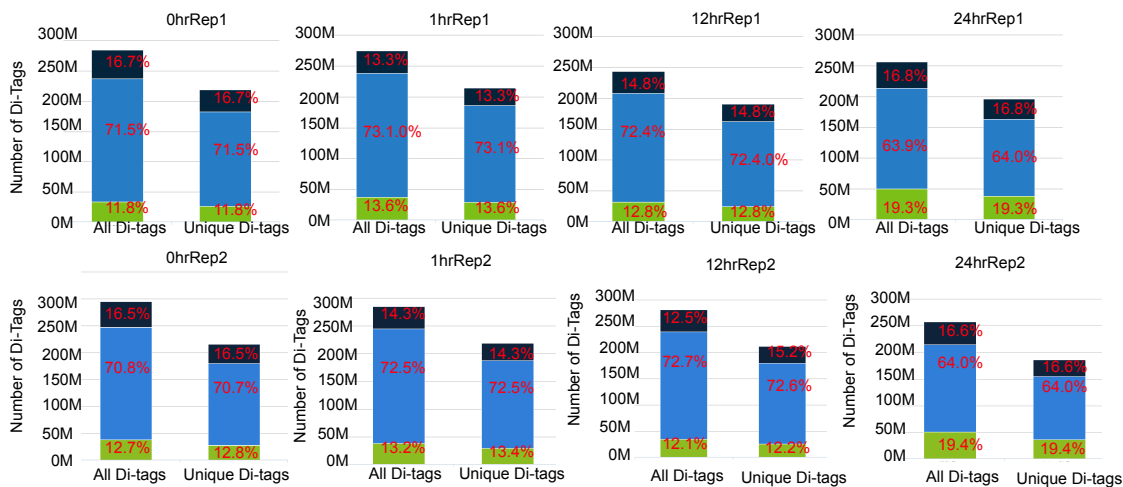
**b**

Cis lt 10Kbp Cis gt 10Kbp trans

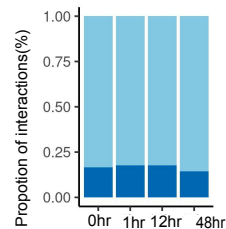
**c**
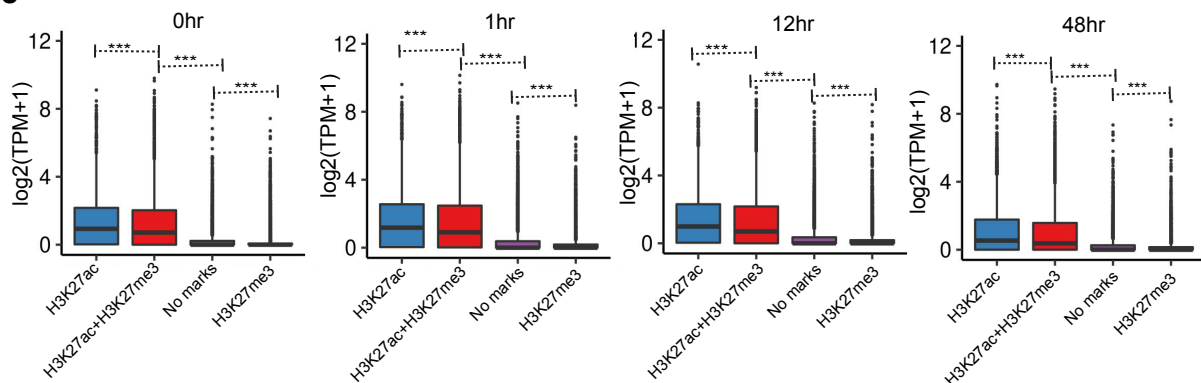
**d**
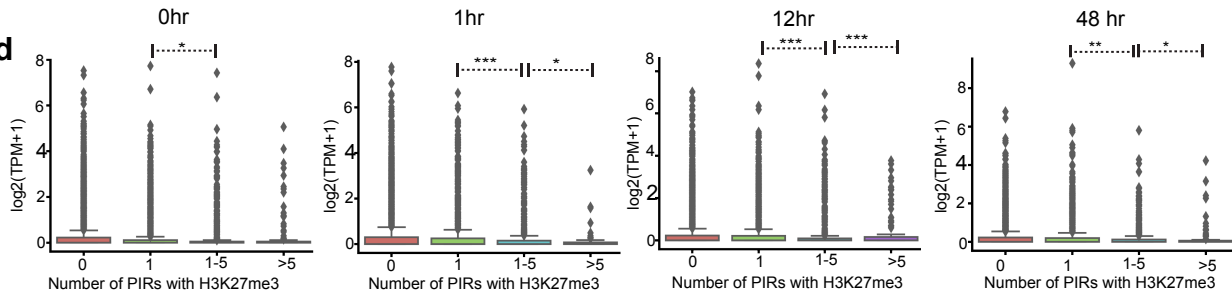

Fig S4

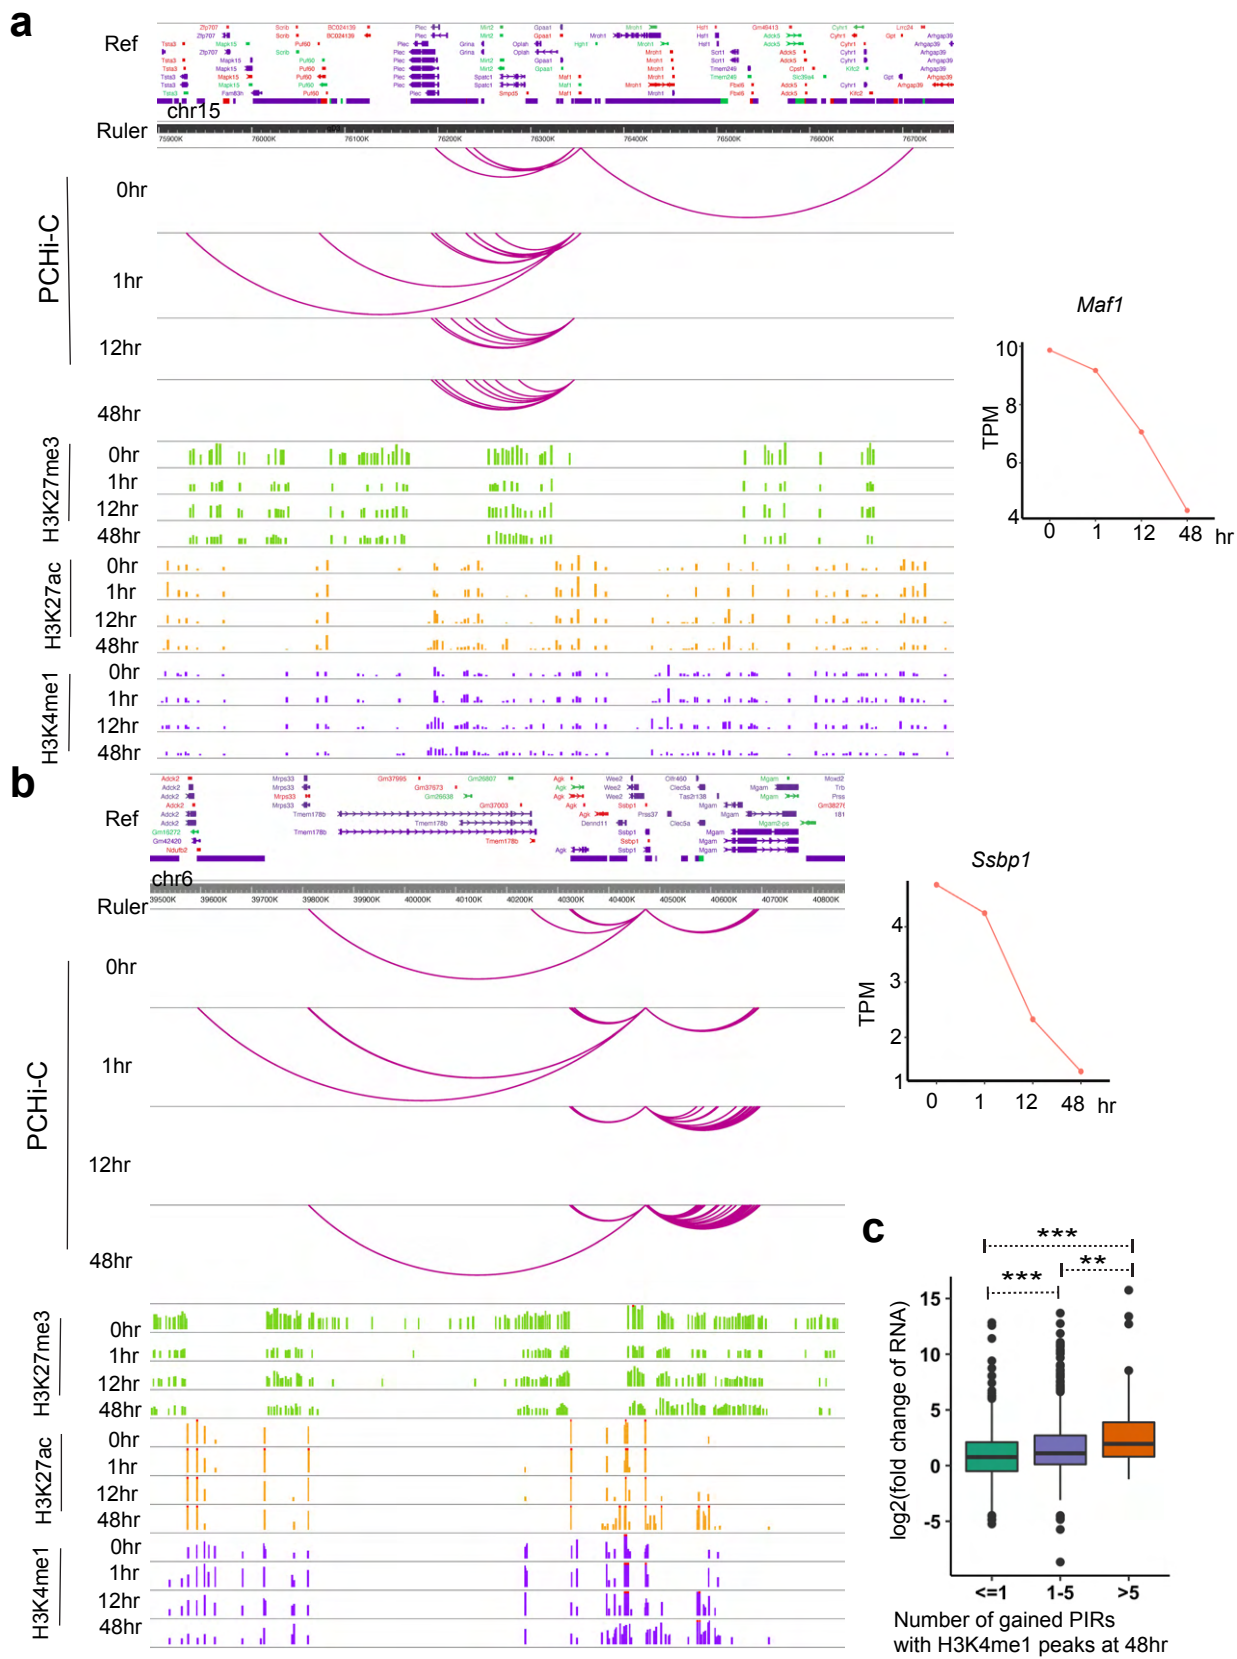

Fig. S5

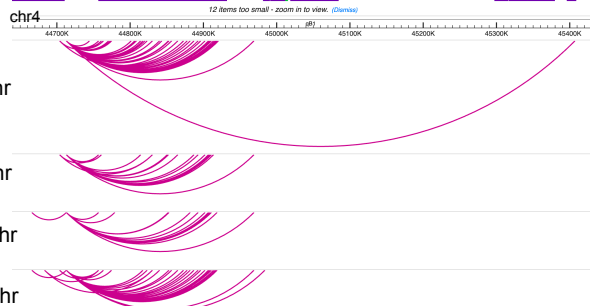Fig. S6

a

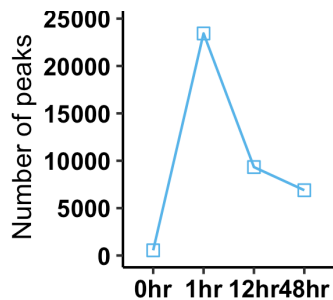

b

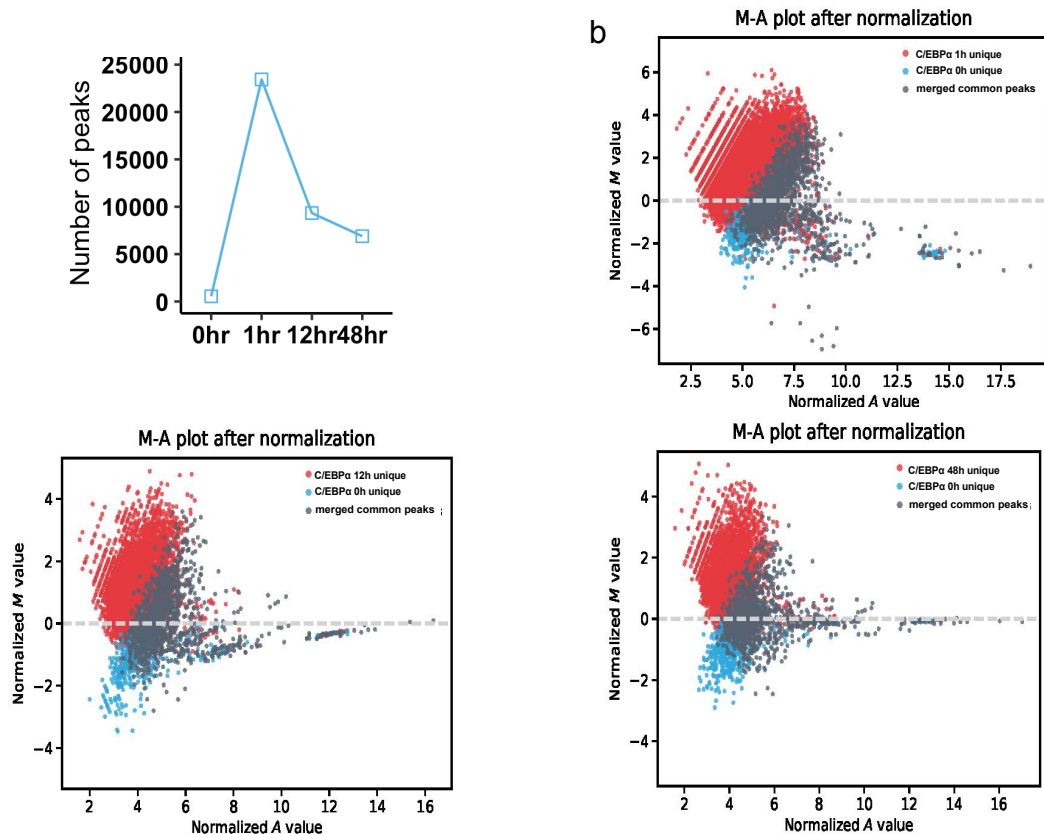

Fig. S7

# Western blot results for Fig. 1e

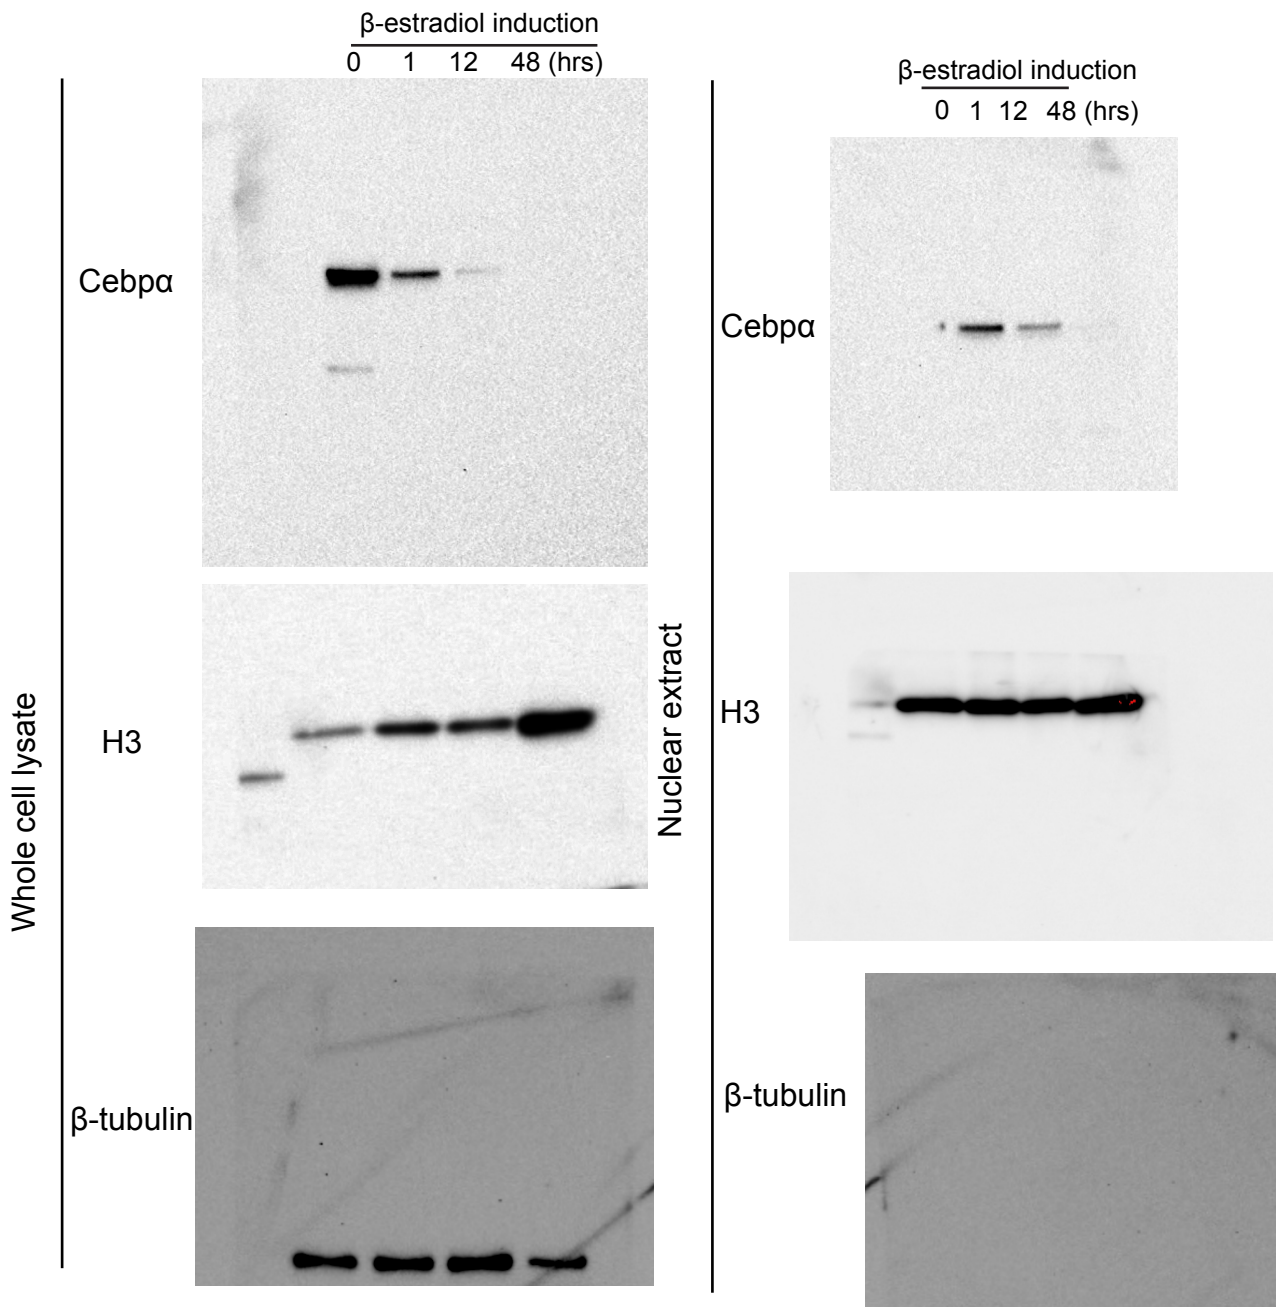

Fig. S8

How the deposited data were processed for this re-analysis (not part of the article)

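RNA-seq of 12 libraries and Promoter Capture Hi-C of 4 time points (0h, 1h, 12h and 48h after induction with 100 nM β-estradiol) were analysed. Cytokines were added with the β-estradiol, as the paper's Methods state. Hi-C and ChIP-seq data were not used here. For RNA-seq the authors trimmed and mapped the reads to mm10, and deposited TPM for a list of genes, 100% of which matched GENCODE release M21 (Ensembl release 96). Depth was taken from the read numbers of the paper's supplementary table, since TPM keep none. For Promoter Capture Hi-C the authors merged 2 replicates and called interactions with CHiCAGO. The deposited 0h list holds a CHiCAGO score per interaction and the deposited lists of 1h, 12h and 48h hold whole numbers taken as counts of read pairs. These whole numbers were not used in any result.

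The 16415 genes with a mean TPM of at least 0.1 were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts against 0h, eBayes with a mean-variance trend) on log2(TPM + 0.1) with all 12 libraries in 1 model. DEGs have a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 2. The paper's supplement uses a log2 fold change beyond 2, which was followed. Its Methods print a fold change over 2 and do not name the log2 scale. Read as a ratio, that is a log2 threshold of 1, which was run as an alternative. The authors used DESeq2 on counts. Sums of H3 genes were compared by exact permutation tests, in which 3 libraries against 3 cannot go below p = 0.1. Fuzzy c-means used e1071 1.7.16 with 5 centres, seed 1 and 1 start. The other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Interactions were counted per gene over the baits that hold one of its transcription start sites, and classes of genes were compared by permutation tests with 100000 resamples.

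The model was tested on simulated data for 16415 genes, of which 200 were changed. It recovered 95% of these and called 6 unchanged genes. When the TPM left for most genes was multiplied by 0.5 at 48h, it recovered 84.5% and called 120 unchanged genes on the values as simulated, and 95% and 6 after median-of-ratios scaling. In a first version of this simulation nearly none of the changed genes were recovered, because AY036118 had been drawn as a changed gene and a few abundant, variable genes raised the library totals. The simulation was then changed, not the model: the 20 most abundant genes were held at their means and the largest simulated spreads were limited. The fits on the real libraries had been run once before this simulation was made. The permutation tests gave p under 0.05 in 5.25% of 2000 simulated comparisons of means without a difference and in 4.8% of 2000 of medians.

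The genes named are every gene the paper's text names and, for each comparison, the 3 DEGs with the largest increase and the 3 with the largest decrease among genes with a mean TPM of at least 1 over the libraries compared, a symbol, and no overlap between the libraries. This rule, the designs and most alternatives were set before the data were examined. Alternatives varied the pseudocount, the filter, the scaling between libraries, the trend, the libraries in the fit, the replicate block, the replicates and the thresholds. The values of 1 named gene are not reported here.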

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

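The tests on the scaled fold changes of the 5 genes below, on Mmp12 and Il1rn and on short genes were chosen only after the result was seen.

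The response at 48h went against that at 1h for 5 genes, which were DEGs higher at 1h and DEGs lower at 48h, with a difference between 48h and 1h past the threshold in limma. They are E2f7 (log2 fold changes of 2.14 at 1h and -2.41 at 48h), Pfkfb3 (2.27 and -2.21), P2rx3 (2.13 and -3.17), Ets1 (2.33 and -2.13) and Ighv14-2 (2.25 and -3.01), named after their values were seen. The TPM left for most genes was highest at 1h and lowest at 48h, a difference in the same directions. With median-of-ratios scaling all 5 still rose at 1h and fell at 48h, by 1.48 and -2.91 for P2rx3, 1.61 and -1.85 for Pfkfb3, 1.68 and -1.78 for Ets1, 1.50 and -2.29 for E2f7 and 1.60 and -3.01 for Ighv14-2 on the log2 scale. No gene was then beyond 2 in these directions at both times. P2rx3 and Pfkfb3 kept an adjusted p under 0.05 at both times under median-of-ratios scaling, quantile normalization and rescaling without the 20 most abundant genes, which excludes the scale of the libraries as the whole cause for these 2 genes. For Ets1, E2f7 and Ighv14-2 the value at 1h was not past the threshold in at least 1 of these scalings, so scale and a change with time stay open. In the other direction, lower at 1h and higher at 48h, there were 2 genes as deposited and 3 after scaling.

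Suz12 rose at 1h and fell at 48h, and the difference between 48h and 1h was -2.47 on the log2 scale (standard error 0.20, adjusted p = 1.51e-06, limma). After median-of-ratios scaling the difference was -1.41 (adjusted p = 0.000204), and the value at 1h was -0.034 against 0.62 as deposited. The rise at 1h may therefore come from the scale of the libraries, whereas the scaling left the difference between 48h and 1h past the threshold. A biological change between 1h and 48h stays open.

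The largest increases at 1h by the naming rule were in genes that the paper does not discuss, Gm22398 (mean of 20.1 TPM at 1h), Gm22862 (15.9 TPM) and Gm25534 (32.4 TPM). Gm22398 and Gm22862 were listed at 0 in all 0h libraries, and the 0h libraries of Gm25534 were at 0, 0 and 6.79 TPM. All 3 are shorter than 200 bp. Among genes with a mean TPM of at least 1, the median SD between replicates of log2(TPM + 0.1) was 2.35 over 360 genes shorter than 200 bp and 0.342 over 8971 longer genes, a ratio of 6.88. Large spread between libraries in short genes is therefore a possible explanation, and the data leave an increase at 1h open. The call of Gm25534 was lost in 10 of 13 alternatives, among them all 3 scalings, a pseudocount of 0.01, no filter and leaving out 0h replicate 1 or 2, and its adjusted p ran from 0.0238 to 0.295.

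By the same rule, the largest increases at 12h and 48h were also in genes that the paper does not discuss. Il1rn reached a mean of 97.3 TPM at 12h and 143 TPM at 48h, Cd14 50.0 TPM and Hp 45.6 TPM at 12h, and Mmp12 491 TPM and Ifi202b 102 TPM at 48h. In all 0h libraries Cd14, Hp and Ifi202b were listed at 0, Il1rn was at 0.08 TPM or less and Mmp12 at 0.02 TPM or less. After median-of-ratios scaling the lower of the log2 fold changes of Mmp12 and Il1rn at 48h was 10.6, so the scale of the libraries is excluded as the whole cause for these 2 genes. A scale factor leaves a TPM of 0 at 0, and the size factors of the libraries ran only from 0.627 to 1.56, so scale is excluded for Cd14, Hp and Ifi202b too. RNA from other cells and reads shared with related genes were not tested, and induction of these genes stays open.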

How the results depend on the processing

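The alternatives were chosen before the data were examined, except the term for replicate 3, median-of-ratios scaling with replicate block or with a lower fold change threshold, and 20 starts of the clustering, which were chosen after seeing the data. Where no cause is named below, the cause was not tested.

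With a pseudocount of 1 the DEGs numbered 87 at 1h, 400 at 12h and 1027 at 48h, and with 0.01 1195 at 1h. A higher pseudocount shrinks the fold change of genes with low TPM. With genes of a mean TPM of at least 1, fewer genes were tested and 301 DEGs were found at 1h and 818 at 12h. At 1h there were 283 DEGs with median-of-ratios scaling, 278 with quantile normalization and 288 with scaling and replicate block together. With a fold change threshold of 1 on the log2 scale, which admits more genes, there were 2924, 3847 and 6010 DEGs at 1h, 12h and 48h, and without a threshold 4186, 4945 and 7077. With median-of-ratios scaling as well, there were 6099 DEGs at 48h beyond 1 and 7639 without a threshold. Under the other alternatives the number of DEGs stayed within 1.5 times of that reported. Of the 283 DEGs at 1h after median-of-ratios scaling, 237 were also DEGs as deposited. With the replicate number as a term the DEGs numbered 660, 1290 and 2713, and among the named genes the term moved the adjusted p of Suz12 at 1h to 0.0511 (from 0.0259 to 0.959 over its alternatives) and of Gm25534 at 1h to 0.0661 (from 0.0238 to 0.295), both out of the calls. The numbers were not taken to pair the libraries, as the correlations of deviations from the time-point means were not above 0.1 in every pair. They lay between 0.00719 and 0.111 for replicate 1, -0.0123 and 0.0555 for replicate 2, 0.0698 and 0.257 (median 0.204) for replicate 3 and -0.181 and 0.110 (median -0.0523) for different numbers, so those of replicate 3 were highest, and the cause was not tested.

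Across the 6 fits per comparison that each left out one replicate, there were from 560 to 768 DEGs at 1h, from 1194 to 1287 at 12h and from 2610 to 2927 at 48h. All 11 Pre-B cell genes and all 8 macrophage genes passed in each of these fits. The log2 ratio of the canonical H3 sum stayed between -6.31 and -5.65 and that of the H3.3 sum between 0.44 and 0.66. The exact permutation test used for these sums cannot go below p = 0.1 at 3 libraries against 3, and no other test was run on them.

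Rescaled without the 20 most abundant genes, 11 libraries were nearest to a library of their time point. Clusters rising at each step held 257 genes with a pseudocount of 1 and 1726 with median-of-ratios scaling. Those falling at each step held 1361 genes with that scaling and 267 with a fuzzifier of 2, against 0 as reported.

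Between nearest fragment ends, a shorter distance by construction, the median was 184 kb at 0h, 179 kb at 1h, 163 kb at 12h and 171 kb at 48h. The promoter to promoter share was 15.7%, 16.7%, 16.8% and 13.6% with baits from the list of the same time point. A score of at least 10 at 0h left 26624 interactions, with a median of 187 kb and a share of 19.9%. Of 0h interactions 84.5%, 80.8% and 79.5% were shared with 1h, 12h and 48h within 10 kb, which admits more pairs. The difference between promoters at 1h was -0.80 with a pseudocount of 1 and no longer past the threshold (exact permutation test, p = 0.0545). The difference in interactions per gene between expression classes, and that in fold change between genes with gained and lost interactions, kept their direction and side of the threshold in all alternatives run.

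At 1h, median-of-ratios scaling turned the log2 fold change of Suz12 to -0.034 and that of H3f3a to -0.045. Of the other values of named genes under the alternatives, 870 kept their direction and side of the threshold, 43 lost the threshold and 5 gained it.

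Not run were a score of at least 10 for the lists of 1h, 12h and 48h, for sharing and for gained or lost interactions, and the same number of highest-scoring interactions for any result, because only the 0h list holds scores. TPM hold no depth, so an undetected gene cannot be given an upper limit, and merged lists hold no spread between replicates.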

Differences from the paper's values

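The paper gives 1688 genes higher at 48h, against 1056 here. Its supplement uses a log2 fold change beyond 2, the cut used here, although its Methods print a fold change over 2. Rescaling without the 20 most abundant genes (1866), median-of-ratios scaling (1508), a pseudocount of 0.01 (1501) and quantile normalization (1374) brought the number within 1.5 times of the paper's. Scaling with replicate block (1512), chosen after seeing the values, did so too. A log2 threshold of 1 (2217) also did, but it is not the supplement's cut. The other alternatives set before the data were examined did not. PC1 carried about 88% in the paper's Fig. S1a, read by eye, against 42.0% here, and no alternative closed the gap. PC2 carried about 9% in Fig. S1a, read by eye, against 15.8% here. Median-of-ratios scaling (10.6%), quantile normalization (10.7%) and rescaling without the 20 genes (12.5%) closed it.

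The paper's supplementary table lists 414 DEGs at 1h, against 651 here. Rescaling without the 20 genes (510), a mean TPM of at least 1 (301), median-of-ratios scaling (283), no filter (437), only the 6 libraries compared (581), quantile normalization (278) and leaving out 0h replicate 2 (586), 1h replicate 1 (568) or 1h replicate 2 (560) came within 1.5 times, as did scaling with replicate block (288), chosen after seeing the values. The others did not. Of the paper's DEGs at 1h 273 were higher, against 589 here, which a mean TPM of at least 1 (267) and no filter (397) closed, as did scaling with replicate block (183), chosen after seeing the values. The paper's 141 lower genes at 1h compare with 62 here. Rescaling without the 20 genes (96), median-of-ratios scaling (103) and quantile normalization (115) closed this gap. Scaling with replicate block (105), chosen after seeing the values, did so too. So did a log2 threshold of 1 (178), which is not the supplement's cut. At 12h the paper's 519 lower genes compare with 301 here. Rescaling without the 20 genes (414), median-of-ratios scaling (426), a pseudocount of 0.01 (347), quantile normalization (433) and leaving out 12h replicate 3 (346) closed it, as did scaling with replicate block (425), chosen after seeing the values.

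Among log2 fold changes at 48h, no alternative set before the data were examined closed the gap for Itgam (the paper's 8.06, here 5.76), Ctsc (the paper's 6.12, here 5.36), Gbp9 (the paper's 6.09, here 4.79) and Gbp4 (the paper's 6.68, here 4.23). The same holds at 12h for Il1rn (the paper's 11.03, here 9.55) and Il7r (the paper's -9.59, here -6.12).

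For the following genes only the alternatives named were counted as closing the gap. No single distance set this, as Ctsc at 5.77 against 6.12 stayed open. Closed therefore does not mean equal to the paper's value. Hist2h3c2 was at the paper's -4.66 against -8.18 here. A pseudocount of 1 (-6.51) and leaving out 48h replicate 2 (-6.96) were counted as closing it, but both values stayed well below the paper's. Rag2 was at the paper's -5.57 against -3.89, closed by a pseudocount of 0.01 (-5.78) and rescaling without the 20 genes (-5.68). For Cebpb the paper's 3.27 compares with 2.43, closed by median-of-ratios scaling (2.84), quantile normalization (2.69), rescaling without the 20 genes (2.81) and without 48h replicate 1 (2.63) or 2 (2.65). Csf1r (the paper's 7.13, here 5.69), Fcgr1 (the paper's 8.92, here 7.12) and Mmp12 (the paper's 15.75, here 12.16) were closed by rescaling without the 20 genes, at 6.48, 8.71 and 15.50. Ccl6 (the paper's 9.75, here 8.23) and Il1rn at 48h (the paper's 12.58, here 10.11) were closed by a pseudocount of 0.01 (9.82 and 12.22) and by rescaling without the 20 genes (10.23 and 12.64). For Btg1 the paper's 3.86 compares with 3.304 here, closed by a pseudocount of 0.01 (3.35), median-of-ratios scaling (3.72), quantile normalization (3.63), rescaling without the 20 genes (3.69) and without 0h replicate 1 (3.51), 48h replicate 1 (3.46) or 48h replicate 2 (3.36). At 1h Pdgfb (the paper's -6.39, here -4.86) was closed by a pseudocount of 0.01 (-6.73), and Cbfa2t3 (the paper's -4.87, here -3.73) by the same (-4.62) and by rescaling without the 20 genes (-5.07). At 12h H19 (the paper's -7.65, here -7.09) was closed by median-of-ratios scaling (-7.41) and rescaling without the 20 genes (-7.36). Rag1 at 48h and Snora31 at 12h were listed at 0 in all 3 libraries, so their fold is set by the pseudocount and is not compared with the paper's.

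The paper describes rewiring that grows with time, whereas the share of 0h interactions also listed was lower at 12h (53.2%) than at 48h (55.9%). Within 10 kb it fell at each step, to 79.5% at 48h. Of the later list, the shared part also fell at each step, from 58.0% at 1h to 53.8% at 48h. Of both lists together it was 37.6% at 12h and 37.8% at 48h. The 12h list was the shortest and the 48h list the longest. The paper divides the 18 promoters with differential interactions at 1h differently, and by the mean sign of their listed interactions 14 had decreased and 4 increased contacts. For the transgene the paper states a rise at 1h, and the log2 fold change of Cebpa there was 0.73 and not past the threshold, except with only the 6 libraries compared (adjusted p = 0.00878).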

Other observations

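The tests of the other splits of the libraries, of the abundant genes and of leaving out replicate 3 were chosen only after the result was seen.

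Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs at 1h, 1 at 12h and 1 at 48h, in each case the split by time point. It gave 651, 1269 and 2704 DEGs, and the other 9 splits gave at most 7, 3 and 3. With 10 splits this share cannot go below 0.1.

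The median log2 fold change over genes with a mean TPM of at least 1 was 0.54 at 1h, 0.26 at 12h and -0.48 at 48h. After rescaling without CT010467.1 and AY036118 it was 0.21, 0.16 and -0.37, and over all tested genes 0.32, 0.29 and -0.088. Leaving out 1 library moved the first set from 0.087 to 0.33 at 1h and from 0.029 to 0.26 at 12h, and at 48h the 2 sets of genes disagree, so whether these 2 genes are the whole cause cannot be told. After rescaling without the 20 most abundant genes the median was 0.071, 0.055 and -0.18 over genes with a mean TPM of at least 1 and 0.20, 0.20 and 0.0071 over all tested genes. The 2 sets disagree at each time point, so whether these 20 genes account for the shift cannot be told, and a change of total mRNA with differentiation stays open and untested.

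The 48h libraries of Cebpa and Cebpb were higher in replicate 3 than in replicates 1 and 2. Over DEGs chosen without it, replicate 3 reached a median share of 0.928 of the change from 0h to 48h for genes that rise and 0.869 for genes that fall, while the shares of replicates 1 and 2 lay between 0.991 and 1. The smaller gap was 0.0634 and the larger 0.130. A gap of 0.1 in both directions had been set as the mark of a slower replicate, so whether replicate 3 was less far along cannot be told apart from ordinary spread between replicates. An earlier form of this test, which chose genes by fold and separation instead of by limma, gave shares of 0.965 and 0.868 for replicate 3. Without 48h replicate 3 there were 2927 DEGs at 48h and without 0h replicate 3 2760, which argues against either library as the cause of their number.

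Of the fifth of 0h interactions with the lowest scores, 32.8% were listed at 48h and 33.2% at 1h, against 86.9% and 89.6% of the fifth with the highest. Interactions near the score threshold that pass or miss it by chance are therefore a candidate explanation for part of the 0h interactions not listed at 48h. A loss of contacts with time stays open.

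The difference in interactions per gene between TPM above 5 and TPM of 0 at 0h was at least 8.77 within each of 3 classes of bait length and 7.90 among genes with 1 bait, against 8.96 over all genes. The length of the bait fragment and several baits per gene are excluded as the whole cause by these values. Easier capture of open chromatin was not tested, so no biological reading is given.

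Of the paper's 414 DEGs at 1h, 407 were tested, 404 had the same sign and 230 were also DEGs. At 12h, of the paper's 1440 DEGs 1376 were tested, 1369 had the same sign and 879 were also DEGs.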
